# Comparative transcriptome sequencing of tolerant rice introgression line and its parents in response to drought stress

**DOI:** 10.1186/1471-2164-15-1026

**Published:** 2014-11-26

**Authors:** Liyu Huang, Fan Zhang, Fan Zhang, Wensheng Wang, Yongli Zhou, Binying Fu, Zhikang Li

**Keywords:** Drought tolerance, Introgression line, RNA sequencing, JA and GA pathway, Co-expression network, Rice

## Abstract

**Background:**

Rice (*Oryza sativa*. L) is more sensitive to drought stress than other cereals, and large genotypic variation in drought tolerance (DT) exists within the cultivated rice gene pool and its wild relatives. Selective introgression of DT donor segments into a drought-sensitive (DS) elite recurrent parent by backcrossing is an effective way to improve drought stress tolerance in rice. To dissect the molecular mechanisms underlying DT in rice, deep transcriptome sequencing was used to investigate transcriptome differences among a DT introgression line H471, the DT donor P28, and the drought-sensitive, recurrent parent HHZ under drought stress.

**Results:**

The results revealed constitutively differential gene expression before stress and distinct global transcriptome reprogramming among the three genotypes under a time series of drought stress, consistent with their different genotypes and DT phenotypes. A set of genes with higher basal expression in both H471 and P28 compared with HHZ were functionally enriched in oxidoreductase and lyase activities, implying their positive role in intrinsic DT. Gene Ontology analysis indicated that common up-regulated genes in all three genotypes under mild drought stress were enriched in signaling transduction and transcription regulation. Meanwhile, diverse functional categories were characterized for the commonly drought-induced genes in response to severe drought stress. Further comparative transcriptome analysis between H471 and HHZ under drought stress found that introgression caused wide-range gene expression changes; most of the differentially expressed genes (DEGs) in H471 relative to HHZ under drought were beyond the identified introgressed regions, implying that introgression resulted in novel changes in expression. Co-expression analysis of these DEGs represented a complex regulatory network, including the jasmonic acid and gibberellin pathway, involved in drought stress tolerance in H471.

**Conclusions:**

Comprehensive gene expression profiles revealed that genotype-specific drought induced genes and genes with higher expression in the DT genotype under normal and drought conditions contribute jointly to DT improvement. The molecular genetic pathways of drought stress tolerance uncovered in this study, as well as the DEGs co-localized with DT-related QTLs and introgressed intervals, will serve as useful resources for further functional dissection of the molecular mechanisms of drought stress response in rice.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-1026) contains supplementary material, which is available to authorized users.

## Background

Rice (*Oryza sativa* L.) is a staple food for more than half of the world’s population, especially in developing countries. Drought is the most serious environmental stress, limiting crop growth and productivity: drought-induced loss in crop yield probably exceeds losses from all other causes[1]. Drought tolerance (DT), therefore, is a major aim of rice breeding, especially in tropical Asian and African countries[2]. DT is a complex trait, and a number of quantitative trait loci (QTLs) for DT in rice have been identified[3]. However, breeding drought-tolerant rice is hard to achieve by conventional strategies, including marker-assisted selection. Understanding of the molecular mechanisms underlying DT is therefore needed for successful, knowledge-based crop improvement[4].

Determining the mechanisms directly involved in DT remains a challenging task because it involves several metabolic and morphologically adaptive pathways[5, 6]. Abscisic acid (ABA) is an important phytohormone involved in drought stress tolerance in plants, whose mechanism in plant DT is relatively clear. Under drought stress, ABA-mediated stomatal closure is the mechanism used by plants to adapt to water deficiency[7–9]. Reactive oxygen species (ROS), including hydrogen peroxide, which are widely generated under stress, have been proposed to function as second messengers in ABA signaling in guard cells[10–13]. In guard cells, ABA-stimulated ROS accumulation activates plasma membrane calcium channels and triggers stomatal closure[11, 14]. It was reported that jasmonic acid (JA) is also associated with stomatal closure under drought stress, the detailed molecular mechanisms remain elusive[15–17]. Though there is no evidence in relevance of gibberellic acid (GA) and stomatal closure under drought stress, reduction of GA levels and signaling has been shown to contribute to plant growth inhibition under several abiotic stresses, including cold, salt and osmotic stress[18, 19].

Many efforts have been made to identify the genes involved in drought stress tolerance in a number of plant species. Several drought-responsive genes encoding late embryogenesis abundant proteins, dehydration-responsive element binding protein, and protein phosphatase 2C were characterized as key components in the molecular network of DT[20]. In rice, genome-wide gene expression analyses identified many drought stress-responsive genes[21–24]. However, many of these drought stress-responsive genes have unknown functions, and details of their DT molecular mechanisms remain to be determined[20, 25].

Rice is more sensitive to drought stress than other cereals, and large genotypic variation in DT exists within the cultivated rice gene pool and its wild relatives[2]. Selective introgression of DT donor segments into a drought-sensitive (DS) elite recurrent parent by backcrossing is an effective way to improve drought stress tolerance in rice[2, 26]. In a previous study, we developed a DT introgression line (IL), H471, using the DT donor PSBRC28 (P28) and the DS recurrent parent Huang-Hua-Zhan (HHZ) (unpublished data). Compared with completely different genotypes with contrasting performance on the target trait, the ILs can largely reduce the genetic background noise in comparative transcriptomic analysis with the recurrent parent because the selected DT ILs carry a small number of genomic segments from a known DT donor[26]. Taking advantage of the combination of genome DNA re-sequencing and next-generation RNA sequencing (RNA-seq), ILs can effectively identify genes related to DT, thereby increasing our knowledge of the molecular mechanisms of this complex trait in rice[23]. In the present study, DT IL and its parental lines were used to analyze their transcriptome changes under drought stress comparatively, with the aim of extending our understanding of the genetic mechanisms of DT in rice.

## Results

### Drought stress physiology of three rice genotypes

At the tillering stage, there was no visible difference observed among H471, P28, and HHZ after 1 and 2 days of drought stress; however, obvious leaf rolling in HHZ was observed after 3 days of drought stress. This phenomenon was not observed in H471 and P28 until 4 days of drought stress (Figure 1A). The yield performance of three genotypes were remarkably reduced by drought stress compared with the well-watered control; however, H471 and P28 achieved 26% and 21% higher grain yields compared with HHZ under drought conditions (Figure 1B).

To investigate the physiological difference in DT of three genotypes, several indices of drought-induced effects on leaves at the tillering stage were measured. The water loss rate (WLR) from excised leaves was determined for the three genotypes: H471 and P28 showed relatively lower WLR than HHZ over a period of 10 h (Figure 2A). Accordingly, the relative water contents (RWCs) in H471 (76.9%) and P28 (78.8%) were significantly higher than that in HHZ (67.6%) after 3 days of drought stress (Figure 2B).

**Figure 1:**
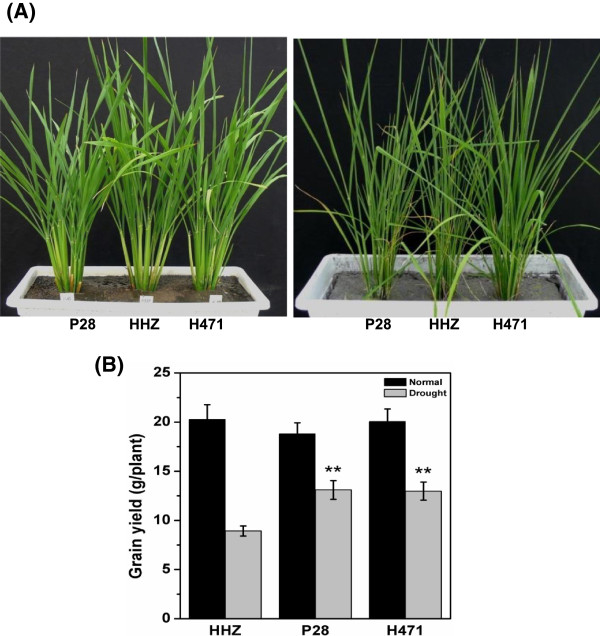
**Phenotypes of three genotypes under well-watered and drought stress conditions. (A)** Well-watered and 3 days drought stressed phenotypes of P28, HHZ, and H471 at the tillering stage. **(B)** Grain yield performance of HHZ, P28, and H471 under drought stressed and well-watered conditions. Each column represents mean ± s.d. (nine replicates); **p <0.01 versus HHZ (ANOVA, Dunnett’s multiple comparison test).

**Figure 2:**
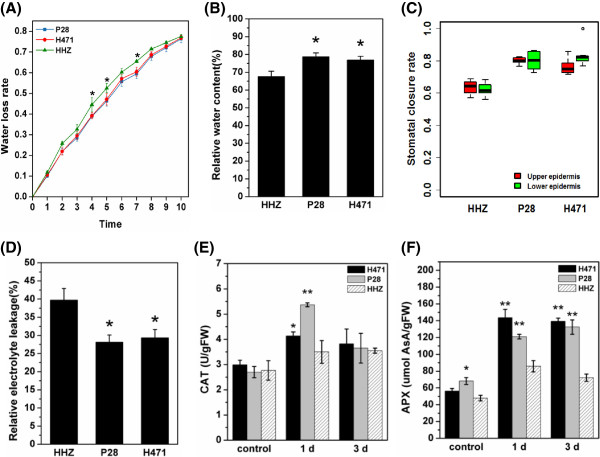
**Differential drought physiological traits of H471, P28, and HHZ. (A)** Water loss rate of P28, HHZ, and H471. For each replicate, 15 fully expanded leaves at the tillering stage were used in a triplicate experiment. **(B)** Relative water content of HHZ, P28, and H471 treated with 3 days of natural drought using the fully expanded leaves. **(C)** The stomatal closure rate in HHZ, P28, and H471 (upper epidermis: 6 randomly selected high power field for HHZ; 5 for P28; 6 for H471; lower epidermis: 8 randomly selected high power field for HHZ; 6 for P28; 6 for H471). **(D)** Relative electrolyte leakage of HHZ, P28, and H471 after 3 days of drought stress. **(E)**, **(F)** Activity of ROS-scavenging enzymes (CAT and APX) in three rice genotypes subjected to drought stress. Each column represents mean ± s.d. (three replicates); **p <0.01; *p <0.05 versus HHZ (ANOVA, Dunnett’s multiple comparison test).

Stomatal closure is one of the first responses to drought conditions that might control plant dehydration[27]. To investigate the stomatal status of the three rice genotypes at the tillering stage under drought stress, leaf surfaces were examined using scanning electron microscopy (SEM). H471 and P28 had significantly higher stomatal closure rate than HHZ after 1 day of drought stress (*p* <0.01, Kruskal-Wallis ANOVA, Dunn’s multiple comparison test) (Figure 2C). Relative electrolyte leakage (REL), which is an indicator of cell membrane injury, was also detected. The RELs of H471 and P28 were significantly lower than that of HHZ after 3 days of drought stress (Figure 2D), indicating that H471 and P28 experienced significantly less cell membrane injury than HHZ under drought stress conditions. Additionally, the activities of catalase (CAT) and ascorbate peroxidase (APX) in H471 and P28 were significantly higher than that in HHZ under drought stress conditions (Figure 2E and F), showing their active detoxification by reactive oxygen scavenging regulation in the two genotypes in response to drought[28]. Taken together, these results demonstrated that the DT of IL H471 was significantly improved over that of HHZ, reflecting the introgression of favorable alleles from DT donor P28 into the HHZ background.

### Global gene expression profiling of three genotypes under well-watered and drought stress by transcriptome sequencing

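The comparison rests on leaves of 3 rice genotypes: the drought-sensitive recurrent parent HHZ, the tolerant donor P28 and the tolerant introgression line H471. Each was sampled as a well-watered control, after 1 day of drought, when soil water was near 15%, and after 3 days, when it was near 10%. The values analysed here are FPKM that the authors computed with Cufflinks from TopHat alignments. The 2 libraries of each genotype and condition are pooled in them, so 18 libraries give 9 columns. For that reason a difference between 2 columns has no standard deviation, no n and no p-value here, and each FPKM below is the authors' pooled value. Of 39049 genes, the 20568 with an FPKM of at least 1 in at least 1 column were kept. The FPKM of a column summed to 816186 to 984323, and the 10 most abundant genes took 16.8% to 26.7% of that sum. Differences are given as log2 of the ratio of 2 FPKM values after 1 is added to each, which understates differences of weakly expressed genes, and a gene passes the size rule used below at a difference of at least 1 in either direction. limma with a trend on mean expression was fitted to all 9 columns with terms for genotype and condition. It takes the 3 genotypes as replicates of the drought response and the 3 conditions as replicates of a genotype difference, with 4 residual degrees of freedom. Its adjusted p-values therefore measure the spread between genotypes or conditions, not between plants. Gene descriptions and symbols are those of the best match in Arabidopsis unless the paper names the rice gene.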

At the tillering stage, total RNA from leaves of HHZ, P28, and H471 at 1 and 3 days of drought stress and its corresponding well-watered control were paired-end sequenced using Illumina sequencing technology. A total of 17.8–23.5 million reads of 100 bp in length were generated for each sample, and the number of mapped reads were in the range of 14.4–19.6 million (Table 1). The unique matching ratio was in the range of 77.7–79.7% (Table 1), the unique matching reads were used for further analysis. The high-quality reads from individual libraries were mapped to the rice genome; more than 22,774 mapped genes per library were determined simultaneously.

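Most rice genes were silent or close to silent in any one leaf sample. Genes with an FPKM above 0 numbered 23129 in HHZ, 23693 in P28 and 23625 in H471 under control conditions. After 1 day of drought the numbers were 23078 in HHZ, 22774 in P28 and 23320 in H471, and after 3 days they were 22976, 23017 and 22947. At an FPKM of at least 1, the control columns held 17710 genes in HHZ, 17939 in P28 and 17851 in H471. The corresponding numbers were 17408, 17406 and 17492 after 1 day and 17336, 17457 and 17265 after 3 days, so each genotype expressed fewer genes at this level under drought than in its control. LOC_Os06g47230, a gene chosen after its values were seen and without a description, was the most abundant in every column, at an FPKM of 42849.8 in HHZ after 1 day of drought and 128508 in H471 after 3 days.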

**Table 1:** **Mapping results of RNA-Seq reads of HHZ, P28 and H471 under 1d and 3d drought stress and control conditions**

Samples	Total filtered pair-end reads	Total mapped reads (%)	Unique mapped reads (%)	Total mapped genes
HHZ-ck 1	2 × 8,894,670	14,403,823 (81.4)	13,766,465 (77.8)	23129
HHZ-ck 2	2 × 9,326,860	15,241,546 (81.8)	14,547,450 (78.0)	
P28-ck 1	2 × 10,384,097	16,978,445 (81.9)	16,233,203 (78.3)	23693
P28-ck 2	2 × 10,326,754	16,811,305 (81.4)	16,047,198 (77.7)	
H471-ck 1	2 × 10,068,639	16,551,528 (82.2)	15,823,734 (78.6)	23625
H471-ck 2	2 × 10,083,264	16,585,631 (82.3)	15,852,617 (78.6)	
HHZ-1d 1	2 × 11,727,199	19,581,596 (83.5)	18,660,210 (79.6)	23078
HHZ-1d 2	2 × 9,958,934	16,628,254 (83.5)	15,864,006 (79.7)	
P28-1d 1	2 × 11,594,160	19,305,500 (83.3)	18,463,197 (79.7)	22774
P28-1d 2	2 × 10,484,144	17,435,333 (83.2)	16,669,090 (79.6)	
H471-1d 1	2 × 9,853,652	16,126,140 (81.9)	15,390,608 (78.1)	23320
H471-1d 2	2 × 10,868,092	17,847,671 (82.2)	17,055,619 (78.5)	
HHZ-3d 1	2 × 10,071,423	16,584,356 (82.4)	15,857,639 (78.8)	22976
HHZ-3d 2	2 × 10,042,756	16,586,139 (82.6)	15,844,907 (78.9)	
P28-3d 1	2 × 10,271,850	16,943,591 (82.5)	16,175,470 (78.8)	23017
P28-3d 2	2 × 10,093,202	16,568,958 (82.1)	15,817,307 (78.4)	
H471-3d 1	2 × 10,087,890	16,669,962 (82.7)	15,912,430 (78.9)	22974
H471-3d 2	2 × 9,948,863	16,440,601 (82.7)	15,735,994 (79.1)	

Note: ck indicates well watered control; 1d and 3d indicate the drought treatment time; 1 and 2 in the first row indicate two replicates of each sample.

The detected expressed genes in all samples were subjected to cluster analysis. As shown in Additional file1, the three genotypes under 1 and 3 days of drought stress and control conditions were separated from each other: H471 and HHZ were clustered together in each condition subgroup, which was consistent with their similar genetic background. 

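Treatment separated the leaf transcriptomes more than genotype did. With average linkage on 1 minus Pearson's r of the log2 values, HHZ and H471 joined first in each condition, at distances of 0.0180 in the control, 0.0257 after 1 day and 0.0255 after 3 days of drought. P28 joined this pair at 0.0536, 0.0495 and 0.0499. The 1-day and 3-day groups then joined each other at 0.133, and the controls joined last, at 0.179. In the same condition, r was 0.974 to 0.982 between HHZ and H471, 0.948 to 0.949 between P28 and H471 and 0.944 to 0.953 between P28 and HHZ. Within a genotype, r was 0.815 to 0.825 between the control and 1 day of drought, 0.849 to 0.859 between the control and 3 days, and 0.877 to 0.889 between the 2 days. The 1-day columns were thus farther from the controls than the 3-day columns were. These correlations are across genes, and genes are not independent replicates.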

Based on this result, the transcriptomic response to 1d and 3d drought stress could be classified as mild stress response (MR) and severe stress response (SR), respectively, in consistent with the previous reports on abiotic stress gene profiling[29, 30].

Correlation analysis was used to assess the quality of Illumina sequencing results between two replicates of each sample. The results indicated that the coefficient of correlation between the biological samples was high, supporting the reproducibility of the results (Additional file2). To validate the Illumina sequencing results, quantitative real-time reverse transcription-PCR (qRT-PCR) was used to assess the expression levels for 27 genes of rice independently. The genes and primer sets used are shown in Additional file3. RNA samples extracted from three additional replicate sets were used as templates. The high correlation (*R*^*2*^ = 0.93, *p* <0.01) between RNA-seq and qRT-RCR expression values indicated that there was a good agreement between both approaches (Additional files4A and4B).

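Additional file 4B follows 6 genes of signalling and regulation through the drought treatment. LOC_Os03g24930, a protein kinase, went in HHZ from an FPKM of 146 in the control to 30.4 after 1 day and was at 47.3 after 3 days, when H471 was at 89.0 and P28 at 85.9. LOC_Os05g25840, also a protein kinase, was at 52.4 in the HHZ control and reached 101 in HHZ, 94.1 in P28 and 199 in H471 after 3 days. LOC_Os02g36880, which matches the NAC100 transcription factor, was at 29.0 in HHZ, 17.0 in P28 and 60.9 in H471 after 3 days, a log2 difference of 1.04 between H471 and HHZ. LOC_Os01g72530, the EF-hand protein OsCML31, went from 33.0 to 2.29 in HHZ and from 44.5 to 2.39 in P28, but from 36.7 to 12.3 in H471. For the 2 protein kinases the log2 difference between H471 and HHZ after 3 days was 0.90 for LOC_Os03g24930 and 0.98 for LOC_Os05g25840, below the size rule. The last 2 genes are the cysteine-rich receptor-like kinases LOC_Os07g43560 and LOC_Os07g43570, which were higher in H471 and P28 than in HHZ in each of the 3 conditions.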

### Intrinsic transcriptome differences of H471 and P28 compared with HHZ prior to drought stress

Phenotypic differences resulting from gene expression variation have been observed in species[30, 31]. To investigate the intrinsic differences in gene expression between the DT genotypes and the DS genotype, the gene expression levels in H471 and P28 were compared with that in HHZ under control conditions. 

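The donor and the recurrent parent already differed in leaf expression while well watered. Under control conditions, 857 genes were higher in P28 than in HHZ by the size rule and 635 were lower. Receptor kinases were among the genes with the largest differences on both sides. LOC_Os07g43570, a cysteine-rich receptor-like kinase that matches CRK10, was higher in P28 by a log2 difference of 7.61. The wall-associated kinase gene LOC_Os04g03830 (match WAK5) had an FPKM of 31.7 in P28 and was listed at 0 in HHZ. LOC_Os07g13950, a small zinc finger protein of the mitochondrial TIM10 type, LOC_Os01g41565 (match ROL5) and the membrane protein gene LOC_Os06g04399 of the SPFH family had FPKM values of 45.1, 30.8 and 30.2 in P28, and each was listed at 0 in HHZ. In the other direction, the cytochrome P450 gene LOC_Os01g36294 (match CYP71B36) had 65.5 in HHZ and 0.0702 in P28, a log2 difference of -5.96. The wall-associated kinase genes LOC_Os04g29810 and LOC_Os04g29770 had 60.5 and 48.6 in HHZ, and the leucine-rich repeat kinase genes LOC_Os09g19380 and LOC_Os09g19390 had 47.4 and 37.8; P28 was at 0 for each of these 4. With 0.1 in place of 1 added to each FPKM, the number of genes past the size rule was 2625, since weakly expressed genes then pass more easily.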

Between P28 and HHZ, 1282 genes were identified as differentially expressed, which is consistent with their large genetic difference. However, there were only 343 genes detected to be differentially expressed between H471 and HHZ under normal growth conditions (Additional file5). This is consistent with only a few of chromosome fragments being introgressed from P28 to HHZ. 

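H471 shared most of its control expression with HHZ. By the size rule, 270 genes were higher and 236 lower in H471 than in HHZ, and 1308 passed in either direction with 0.1 added to each FPKM. LOC_Os07g43570 again led the genes higher in H471, with a log2 difference of 7.52. LOC_Os07g13950 had an FPKM of 26.0 in H471, the acyltransferase gene LOC_Os06g48560 (match SDT) had 16.5 and the disease resistance gene LOC_Os11g37759 had 10.8, and all 3 were listed at 0 in HHZ. The leucine-rich repeat kinase gene LOC_Os08g14950 was higher in H471 by 3.10. Among the genes lower in H471, LOC_Os11g33380, a leucine-rich repeat kinase gene that matches IKU2, had 11.6 in HHZ and was at 0 in H471. LOC_Os01g01660, an NmrA-like regulator, went from 166 in HHZ to 30.2 in H471, a log2 difference of -2.42. The ABC transporter gene LOC_Os02g01820 (match ATH16) differed by -2.20 and the splicing factor gene LOC_Os07g43950 (match SCL30A) by -2.17. For 38 genes, chosen after their values were seen because they were nearly off in H471 but not in HHZ on both drought days, the median ratio of H471 to HHZ was 0.622 in the control against 0 after 1 day and 0.00336 after 3 days. The control column of H471 thus shows part of the differences that its drought columns show.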

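H471 carries 26 segments of the donor genome. By locus number, 2065 of the kept genes, or 10.0%, lay between the first and the last gene that Additional file 12 lists for a segment; these ends are genes the study itself called, so the limits are not independent of the expression data. Under control conditions 106 genes inside the segments and 400 outside passed the size rule between H471 and HHZ, which is 5.13% of the kept genes inside and 2.16% of those outside. Of all genes past the rule, 20.9% lay inside (95% Wilson interval 17.6% to 24.7%). The interval treats genes as independent draws, although many share a segment, and does not measure the spread between plants. Among the 106 genes inside, 67 (63.2%) were nearer to P28 than to HHZ in H471, and among the 400 outside 287 (71.8%) were. Simulated columns with no difference between the genotypes gave 90.6% and 93.5%. Both observed shares lie below these, so they are not evidence of expression like that of the donor.
Across the 3 conditions, limma called 46 genes as different between H471 and HHZ at an adjusted p under 0.05, 37 higher and 9 lower in H471, and 1386 genes at an unadjusted p under 0.05. Of the 46, 26 (56.5%) lay inside the segments and 36 were nearer to P28. The count of 36 takes any difference, however small, so it includes genes close to 0 in both parents. One is LOC_Os03g27830, picked after its values were seen, at most at 0.0216 in P28 and at 0 in HHZ. No simulated share was made for this count. LOC_Os07g43570 was higher in H471 by a fitted log2 difference of 6.72 (standard error 0.60, adjusted p = 0.0120), and its neighbour LOC_Os07g43560 by 3.17 (standard error 0.23, adjusted p = 0.00651), each in all 3 conditions. LOC_Os08g14950 was higher by 2.74 (standard error 0.33, adjusted p = 0.0396) and the leucine-rich repeat kinase gene LOC_Os11g35500, chosen after its values were seen, was lower, at -1.30 (standard error 0.16, adjusted p = 0.0378). The number of calls changed with the columns fitted, which also sets the residual degrees of freedom (4 with all 9 columns, 2 in each fit that follows): it was 77 without the 3 control columns, with 34 higher and 43 lower in H471, 1 without the 1-day columns (926 unadjusted), 0 without the 3-day columns (865 unadjusted) and 0 in a limma fit to the 6 columns of H471 and HHZ alone (1409 unadjusted).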

The genes with higher basal expression level in H471 compared with HHZ were mainly functionally enriched in oxidoreductase activity, lyase activity, carboxylic acid metabolic process, response to stress, and cofactor binding (Additional file6–1).

These constitutively differentially expressed genes in P28 and H471 compared with HHZ under control conditions could be classified into two groups based on their expression patterns under drought stress conditions. The first group comprised those that were unresponsive to drought stress, including 503 and 74 genes from P28 and H471, respectively, which are functionally enriched in redox regulation and apoptosis-associated proteins (Additional file7–1 and7–2). 

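The study sets apart genes that differ from HHZ in the control and that it classes as unresponsive to drought. Additional file 7-1 lists 498 of these for P28, all among the kept genes, and Additional file 7-2 lists 74 for H471; the study chose both on these samples, so the counts below describe the lists and are not independent evidence. Of the 498 genes, 168 were higher and 232 lower in P28 than in HHZ by the size rule, with a median log2 difference of -0.92. In P28, 4 of them were higher and 45 lower after 1 day of drought than in the control, and 4 were higher and 41 lower after 3 days. Of the 74 genes, 26 were higher and 23 lower in H471 than in HHZ, with a median of -0.71. Their drought difference in H471 had a median of -0.72 after 1 day, with 1 gene higher and 32 lower, and of -0.61 after 3 days, with 31 lower, while 26.6% and 24.5% of all kept genes passed the rule in H471 on these days. Both lists therefore hold genes of either direction, and 84 and 23 of their genes lay inside the introgressed segments by locus number.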

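Other genes differed between the genotypes in the control and also moved with drought. For P28, Additional file 7-3 holds 320 genes that were higher in P28 than in HHZ under control conditions by the size rule and 122 that were lower, with a median log2 difference of 0.88. After 1 day of drought 128 of its genes were higher in P28 than in the P28 control and 443 lower, and after 3 days 92 were higher and 449 lower. For H471, Additional file 7-4 holds 76 genes higher and 71 lower in H471 than in HHZ, with a median of -0.69. Here 54 genes were higher and 155 lower in H471 after 1 day of drought, and 47 higher and 164 lower after 3 days. Most genes of both lists thus had less transcript under drought than in the control of the same genotype. The lists were drawn from the same control columns, and a control value that is high by chance gives both a higher basal level and a drop under drought.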

The second group comprised 779 and 269 genes differentially expressed in P28 and H471 after at least 1 or 3 days of drought stress (Additional file7–3 and7–4). Among them, 67 genes (Additional file7–5) with higher basal expression in both P28 and H471 were functionally enriched in oxidoreductase and lyase activity. 

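The genes with a higher basal level in both tolerant genotypes could be followed into drought. Of the 67 genes in Additional file 7-5, 55 were higher in P28 than in HHZ by the size rule and 44 were higher in H471, where the median log2 difference was 1.14, and none was lower in either; the study chose them for this direction. After 1 day of drought 10 of them were higher in H471 than in HHZ and after 3 days 14 were, with medians of 0.00 and 0.10. Most of them had less transcript after 1 day of drought than in the control, in each genotype. The median log2 difference from the control was then -2.08 in P28, with 52 genes lower, -1.85 in H471, with 46 lower, and -1.14 in HHZ, with 35 lower.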

Further analysis indicated that 10 of these genes were colocalized in the introgressed regions, implying their positive role in the response to drought stress.

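Among the 67 genes, those inside the introgressed segments had higher medians between H471 and HHZ under drought than those outside. By locus number, 12 lay inside the introgressed segments and 55 outside. In the control the 12 had a median log2 difference of 1.73 between P28 and HHZ and of 1.69 between H471 and HHZ. They kept a median of 1.76 between H471 and HHZ after 1 day of drought and of 2.00 after 3 days, with 8 of 12 past the size rule on each day. For the 55 outside, the median in the control was 1.42 in P28 and 1.07 in H471. Between H471 and HHZ it was -0.01 after 1 day and 0.02 after 3 days, when 2 and 6 genes were higher in H471 by the size rule. The 67 were chosen against 1 shared HHZ control column, and a low chance value there gives a difference that fades under drought. The segment limits also rest on genes the study called, and the 12 were not tested against the 55. Among the 12 are the kinase genes LOC_Os07g43560 and LOC_Os08g14950, the amino acid transporter gene LOC_Os01g71760 (match BAT1), with a log2 difference between H471 and HHZ of 1.48 in the control, and the MADS-box gene LOC_Os04g31804 (match AGL79), with 1.44 in the control, 2.49 after 1 day and 3.15 after 3 days. The disease resistance gene LOC_Os11g39320 (match RPP13) was listed at 0 in the HHZ control and had an FPKM of 7.45 in H471 and 2.33 in P28.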

### Comparative transcriptome profiling of three genotypes under drought stress

To determine the similarities and differences in drought-induced transcriptomes in the three genotypes, the gene expression alterations in the three genotypes under 1 and 3 days of drought stress compared with their respective controls were analyzed. In H471, P28, and HHZ, 7862, 7717, and 7625 DEGs were identified, respectively, after 1 or 3 days of drought stress.

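A large part of the leaf transcriptome differed between drought and control columns in every genotype. Clock genes differed too after 1 day, and the hour of sampling is not given. Differences after 1 day therefore cannot be put down to drought alone. By the size rule, 7511 genes in H471, 7257 in P28 and 7179 in HHZ differed from the control of the same genotype on at least 1 of the 2 days. On both days in the same direction, 1141 genes were higher and 1601 lower in H471, 1026 higher and 1711 lower in P28 and 1109 higher and 1597 lower in HHZ. These genes share 1 control column per genotype between the 2 days. Opposite directions on the 2 days were found for 246 genes in H471, 211 in P28 and 211 in HHZ.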

After 1 day of drought stress, there were 5617, 5849, and 5579 DEGs detected in H471, P28, and HHZ, respectively. 

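After 1 day of drought genes differed from the control in both directions in each genotype. Relative to the control, 2711 genes were higher and 2753 lower in H471 after 1 day, 2509 higher and 3056 lower in P28 and 2566 higher and 2688 lower in HHZ by the size rule. Among the genes of described function with the largest rise common to the 3 genotypes were the dehydrins LOC_Os11g26790 and LOC_Os11g26780, whose best match is RAB18. limma gave log2 differences of 9.21 (standard error 0.27, adjusted p = 8.97e-07) and 8.99 (standard error 0.21, adjusted p = 6.38e-07), each up in 3 of 3 genotypes. LOC_Os02g01590, a glycosyl hydrolase of family 32, rose by 9.22 (adjusted p = 6.70e-07), in HHZ from an FPKM of 0.350 to 1166, and was back at 8.09 after 3 days. LOC_Os03g51920, a match of the protease EGY3, rose by 8.12 and the small heat shock protein gene LOC_Os02g54140 by 7.93, each in all 3 genotypes. The DnaJ-domain genes LOC_Os06g28050 and LOC_Os04g57880 fell by 8.13 and 7.61. The thiazole synthesis gene LOC_Os07g34570 (match THI1) fell by 6.93, and the cold-regulated gene LOC_Os03g08580 (match COR27) fell by 7.66. LOC_Os01g74020, a match of the clock gene LUX, fell by 7.84 (standard error 0.10, adjusted p = 1.81e-07), in HHZ from 493 to 1.20, and was at 84.0 after 3 days.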

Venn diagram analysis indicated that 3945 DEGs (1966 up-regulated and 1979 down-regulated) were commonly regulated in the three genotypes by 1 day of drought stress (Table 2, Figure 3A and B) which accounted for 70.23%, 67.45% and 70.71% of total DEGs in H471, P28 and HHZ, respectively, indicating that the mild drought stress response of the different genotypes is mostly the same. 

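The 3 genotypes shared most of their early response. By the size rule, 1812 genes were higher and 1826 lower in all 3 genotypes after 1 day of drought, where lists of the same lengths drawn independently would share 41.3 and 53.5. The shared genes made up 66.6% of those in H471, 65.4% in P28 and 69.2% in HHZ. Genes past the rule in 1 genotype alone were mostly just past it: the 421 higher in H471 only had a median log2 difference of 1.23 there and of 0.36 in the mean of the other 2 genotypes, and 56.3% of them had the same sign in both others. Of the 674 genes lower in P28 only, 73.0% were also below 0 in both others. With the genotypes as replicates, limma called 5645 genes up and 6336 down after 1 day at an adjusted p under 0.05, which is 58.3% of the genes tested (12903 at an unadjusted p under 0.05), and 2359 and 2571 of them had a fitted log2 difference of at least 1.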

GO analysis showed that the commonly up-regulated genes were functionally enriched in the regulation of the biological process, signaling process, and carbohydrate metabolic process (Additional file6–2); while the shared down-regulated genes in the three genotypes were mainly associated with cellular protein metabolic process, phosphate metabolic process, and transport (Additional file6–3).

**Table 2:** **Summary of differentially expressed genes in H471, HHZ and P28 under 1d and 3d drought stress compared with its respective well-watered control**

	1d			3d		
	Up-regulated	Down-regulated	Sub-total	Up-regulated	Down-regulated	Sub-total
H471	2785	2832	5617	2486	2804	5290
P28	2779	3070	5849	2122	2835	4957
HHZ	2702	2877	5579	2403	2713	5116
common	1966	1979	3945	1484	1824	3308

**Figure 3:**
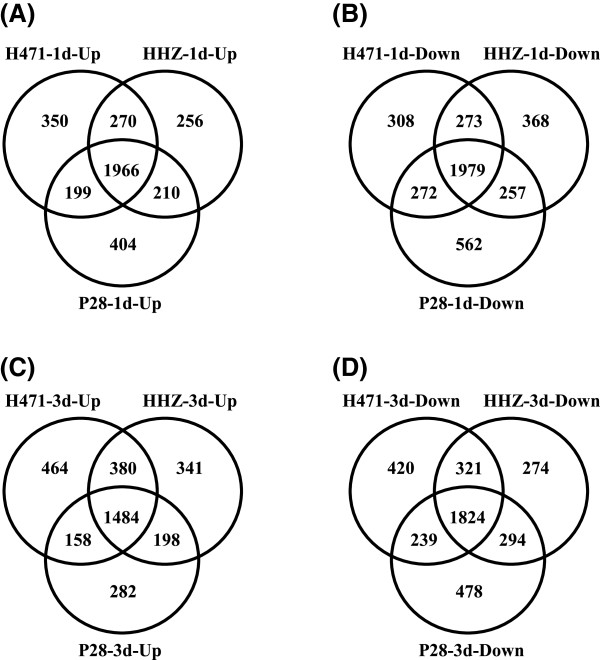
**Venn diagram of differentially expressed genes (DEGs) in H471, HHZ, and P28 under 1 and 3 days of drought stress.** DEGs were identified with adjusted *p*-value <0.001. **(A)**, **(B)**, **(C)**, and **(D)** show the Venn diagram results for the three genotypes of 1 day up-regulated, 1 day down-regulated, 3 days up-regulated, and 3 days down-regulated genes, respectively, under drought stress.

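By the third day lipid-transfer protein genes were among those with the largest rise. After 3 days of drought, 2237 genes were higher and 2798 lower in H471 than in its control by the size rule, 1869 higher and 2771 lower in P28 and 2113 higher and 2729 lower in HHZ. The lipid-transfer protein genes LOC_Os05g47730 and LOC_Os04g33920 rose over the 3 genotypes by fitted log2 differences of 8.30 (standard error 0.36, adjusted p = 7.37e-06) and 7.75 (standard error 0.29, adjusted p = 4.49e-06), in 3 of 3 genotypes in limma. LOC_Os07g10840, a match of SIP2 (seed imbibition 2), rose by 7.05, in HHZ from an FPKM of 12.4 to 2992. LOC_Os11g43790, a protein of unknown function, was listed at 0 in all 3 controls and had 138 in HHZ, 179 in P28 and 72.8 in H471. In the other direction, the cytochrome P450 gene LOC_Os01g43750 (match CYP72A15) fell by 6.95, the zinc finger gene LOC_Os11g47630 fell by 6.87 and the peroxidase gene LOC_Os07g48050 fell by 6.25. The heat shock protein gene LOC_Os03g16860 (match HSP70) fell by 6.12 (adjusted p = 6.72e-07), from 317 to 3.81 in HHZ, after a difference of 0.02 on day 1 (adjusted p = 0.866).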

After 3 days of drought stress, 5290, 4957, and 5116 genes were identified as DEGs in H471, P28, and HHZ, respectively (Table 2), showing relatively fewer DEGs could be detected at the SR phase compared with the MR phase. Among them, 3308 DEGs (1484 up-regulated and 1824 down-regulated) were commonly regulated in three genotypes at the SR phase which accounted for 62.53%, 66.73% and 64.66% of total DEGs in H471, P28 and HHZ, respectively (Figure 3C and D). 

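Fewer genes were shared under severe than under mild drought. After 3 days 1263 genes were higher and 1714 lower in all 3 genotypes by the size rule, against 20.9 and 50.0 that independent lists of these lengths would share. They made up 59.1% of the genes past the rule in H471, 64.2% in P28 and 61.5% in HHZ. H471 alone had 484 genes higher and 452 lower, of which 70.9% and 67.9% had the same sign in both other genotypes. limma over the 3 genotypes called 5562 genes up and 6201 down, or 57.2% of those tested (12797 at an unadjusted p under 0.05).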

GO analysis of these DEGs indicated that carbohydrate metabolic process, regulation of cellular process, transcription, macromolecule modification, cellular protein metabolic process, and transport were highly enriched in the SR DEGs (Additional files6–4 and6–5). Taken together, the results showed that broad functional categories of genes were commonly involved in drought stress response.

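Leaves that run short of water make abscisic acid (ABA), which acts through clade A protein phosphatases 2C, SnRK2 kinases and bZIP and NAC transcription factors on genes of protective proteins. Lists of genes of these and other processes were fixed before the data were examined. The median log2 difference of each list from the control was set against those of 10000 random lists of genes matched on mean expression, and single genes were tested with limma over the 3 genotypes. Of 13 genes for LEA proteins and dehydrins, 9 rose and 2 fell on each day (the same counts adjusted over the list alone), with medians in the 3 genotypes of 3.31 to 4.57 after 1 day and 2.26 to 3.04 after 3 days, above all random lists. Of 9 clade A phosphatase genes, 8 rose after 1 day and 9 after 3 days (8 and 9 adjusted over the list alone), with medians of 2.18 to 2.43 and 2.08 to 2.48. LOC_Os05g38290, a match of HAI2, rose by 5.36 (standard error 0.17, adjusted p = 1.32e-06) and then 6.06, in all 3 genotypes. Of 6 genes of ABA synthesis and breakdown, 5 rose after 1 day and 2 rose and 2 fell after 3 days (the same adjusted over the list alone). The ABA synthesis gene LOC_Os07g05940 (match NCED9) rose by 5.71 (standard error 0.28, adjusted p = 7.06e-06) after 1 day, and its difference after 3 days was 0.65 (adjusted p = 0.0886). Of 14 drought transcription factors, 10 rose and 1 fell after 1 day and 8 rose and 2 fell after 3 days (11 and 1, then 8 and 3, adjusted over the list alone). Of 10 SnRK2 genes, 4 rose and 4 fell after 1 day and 5 rose and 2 fell after 3 days (5 and 4, then 5 and 2, adjusted over the list alone): LOC_Os01g64970 (match SnRK2.4) rose by 2.79 on day 1 and LOC_Os12g39630 (match OST1) fell by 2.89.
Most water channel and chaperone genes were up after 1 day, and their medians lay between -0.33 and 0.55 after 3 days. Of 12 aquaporin genes, 11 rose and 1 fell after 1 day, with medians of 3.25 to 3.69 in the 3 genotypes, and 6 rose and 1 fell after 3 days, with medians of 0.25 to 0.55 (the same counts adjusted over the list alone). The tonoplast gene LOC_Os01g74450 (match TIP1;3) rose by 4.96 (adjusted p = 7.32e-07) and the plasma membrane gene LOC_Os09g36930 (match PIP2;7) fell by 2.91 (adjusted p = 0.000216) on day 1, both in 3 of 3 genotypes. Of 12 heat shock proteins and factors, 9 rose and 1 fell after 1 day, with medians of 1.68 to 3.10, and 5 fell after 3 days, with medians of -0.33 to -0.02 (the same counts adjusted over the list alone). LOC_Os03g15960, a small heat shock protein gene, rose by 4.58 and then fell by 0.55 below its control (adjusted p = 0.00755). The proline synthesis genes LOC_Os01g62900 and LOC_Os05g38150, both matches of P5CS2, rose by 4.01 and 3.05 after 1 day and by 2.09 and 2.33 after 3 days, while the other 3 genes of proline and trehalose synthesis fell after 3 days (2 up and 3 down, the same adjusted over the list alone). Of 19 genes for catalase, ascorbate peroxidase and superoxide dismutase, 7 rose and 5 fell after 1 day and 6 rose and 7 fell after 3 days (the same adjusted over the list alone). The cytosolic ascorbate peroxidase gene LOC_Os07g49400 (match APX1) fell by 3.68 after 3 days (adjusted p = 1.75e-06) and the catalase gene LOC_Os02g02400 (match CAT2) fell by 1.47 after 1 day (adjusted p = 0.00761).
Genes of photosynthesis were up after 1 day, and many were below the control after 3 days. All 16 genes of light harvesting and the photosystems rose after 1 day, with medians of 1.79 to 1.96, and after 3 days 3 had risen and 7 fallen, with medians of -0.36 to -0.18 (the same counts adjusted over the list alone). Of 9 Calvin cycle genes, 5 rose after 1 day, with medians of 1.30 to 1.51 (0.786 to 1.03 with quantile normalization), and 1 rose and 7 fell after 3 days, with medians of -2.03 to -1.66 (5 up, then 1 up and 8 down, adjusted over the list alone). The rubisco activase gene LOC_Os11g47970 rose by 5.34 on day 1 (standard error 0.20, adjusted p = 2.37e-06), and the rubisco small subunit gene LOC_Os12g19470 differed by 0.45 on day 1 (adjusted p = 0.405) and fell by 4.42 on day 3 (adjusted p = 0.000180). Of 7 genes of chlorophyll breakdown and senescence, 4 rose and 1 fell after 1 day and 7 rose after 3 days (the same adjusted over the list alone), among them LOC_Os03g45194 (match NOL) by 3.03 and LOC_Os09g36200 (match NYE1) by 2.89. Of 9 circadian clock genes, 4 rose and 5 fell after 1 day, and 6 rose after 3 days (4 and 5, then 8 up, adjusted over the list alone). The morning gene LHY (LOC_Os08g06110) rose by 7.18 on day 1 (standard error 0.17, adjusted p = 6.38e-07), in HHZ from an FPKM of 1.49 to 389, and the evening gene TOC1 (LOC_Os02g40510) fell by 3.95 (standard error 0.11, adjusted p = 7.32e-07), so the 1-day columns differ from the others in clock genes as well as in drought.

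**Figure D1:**
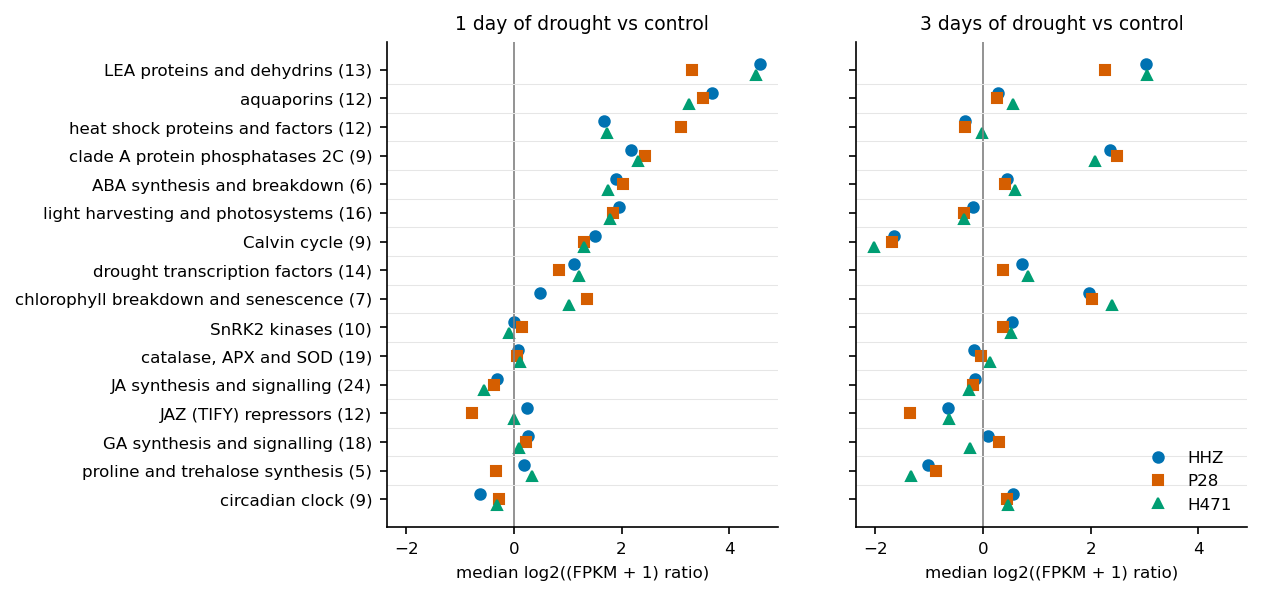
Median log2 difference from the control of the same genotype (horizontal axis) for 16 lists of genes (vertical axis) after 1 day and after 3 days of drought; each point is 1 genotype. Aquaporins, heat shock proteins and the photosystems lie above 1 after 1 day and between -1 and 1 after 3 days, and LEA proteins and phosphatases 2C lie above 2 on both days.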

### Effect of introgression on the transcriptome of H471 in response to drought stress

The backcross introgression strategy is widely used for crop improvement. The introgressions combine the genetic background of the recurrent parent, which could result in novel changes in gene expression. To evaluate the effect of introgression on transcriptome of H471 under drought stress, the genome-wide gene expressions in H471 and HHZ under drought stress were compared. 

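H471 and HHZ also differed in leaf expression under drought. By the size rule, 368 genes were higher and 333 lower in H471 than in HHZ after 1 day, and 397 higher and 303 lower after 3 days, and 250 passed on both days in the same direction. LOC_Os05g10310, an acid phosphatase of the HAD family, had an FPKM of 54.4 in H471 and 0.0902 in HHZ after 1 day, a log2 difference of 5.67. The disease resistance gene LOC_Os11g37759 was higher in H471 by 5.05 after 1 day and 5.00 after 3 days. LOC_Os08g14860 (a cytochrome bd oxidase subunit by its match) had 25.8 and then 57.0 in H471, and the ribonuclease III gene LOC_Os05g25400 had 29.2 after 1 day; both were listed at 0 in HHZ on these days. In the other direction, LOC_Os10g11590 (match RPA70B) had 35.0 in HHZ and 0.0337 in H471 after 1 day, a log2 difference of -5.12, and the receptor kinase gene LOC_Os08g07774 (match SERK2) differed by -4.99 and then -3.33. LOC_Os05g12410, a BURP-domain gene that matches the dehydration gene RD22, had 98.1 in HHZ, 115 in P28 and 3.29 in H471 after 3 days, a log2 difference of -4.53 between H471 and HHZ. The log2 difference from the control was higher in H471 than in HHZ by at least 1 for 527 genes and lower by as much for 521 after 1 day, and higher for 649 and lower for 536 after 3 days. These counts rest on the control column of H471, which shows part of the differences of its drought columns; with the HHZ control in its place they equal the counts between H471 and HHZ on each day given above.
Some differences of day 1 come from genes that were higher in 1 column than in all others. Of the genes in Additional file 8, 13 seed storage and related seed genes, picked after their values were seen, had their highest FPKM in HHZ after 1 day of drought, at 1.66 to 40.8, while no other column passed 4.95 for any of them. LOC_Os07g10580, LOC_Os06g31070 and LOC_Os11g33000, which are also among the genes with the largest drop, had 40.8, 29.9 and 24.5 in that column and were listed at 0 in H471. Whether other tissue entered that sample was not tested, so the differences after 1 day cannot be put down to genotype alone for such genes.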

The results indicated that 460 and 380 genes were up- and down-regulated, respectively, in H471 compared with HHZ under drought stress (Additional file8). 

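The introgressed segments held more of the expression differences under drought than their share of the genes. After 1 day of drought, 175 kept genes inside the segments and 526 outside passed the size rule between H471 and HHZ, or 8.47% and 2.84% of the genes there, and 25.0% of all genes past the rule lay inside (95% Wilson interval 21.9% to 28.3%). After 3 days there were 168 inside and 532 outside, or 8.14% and 2.88%, and 24.0% lay inside (21.0% to 27.3%). These intervals treat genes as independent draws, although many share a segment, and do not measure the spread between plants. The ends of the segments are genes the study called on these samples, which can raise the shares inside. No count without the end genes was made. Differences inside the segments also repeated better from day to day, though the 2 correlations were not tested against each other. The difference between H471 and HHZ after 1 day correlated with that after 3 days at r = 0.731 across the 2065 genes inside and at r = 0.273 across the 18503 outside; genes are not independent replicates. Both days passed the rule in the same direction for 97 genes inside and 153 outside, where independent lists would give 7.07 and 7.68. Inside, 75.4% of the genes past the rule after 1 day and 70.8% after 3 days were nearer to P28 than to HHZ in H471. Outside, 61.2% and 65.6% were. All these shares lie below the 88.5% to 92.6% of simulated columns with no difference, so they are not evidence of expression like that of the donor.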

Only a small proportion of the DEGs (128 up-regulated, 103 down-regulated) colocalized with the introgressed regions (Additional file8), indicating introgression could contribute to new DT expression phenotypes in H471 relative to HHZ.

GO enrichment analysis of these DEGs highlighted the following functional categories: signaling transduction, transcription regulation, stress response, hormones (GA, JA) signal transduction, and ROS homeostasis (Additional file9).

*Genes related to signaling transduction:* 18 genes encoding receptor kinases (RKs) were differentially expressed in H471 *vs*. HHZ under drought conditions. Among them, two genes encoding cysteine-rich receptor-like protein kinases (RLKs) (LOC_Os07g43560, LOC_Os07g43570) were up-regulated in H471 *vs*. 

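Cysteine-rich receptor-like kinases sense signals at the plasma membrane. LOC_Os07g43560 had an FPKM of 32.0, 11.9 and 14.3 in HHZ in the control, after 1 day and after 3 days, of 244, 115 and 166 in H471 and of 259, 108 and 283 in P28. The log2 difference between H471 and HHZ was 2.90 in the control, 3.17 after 1 day and 3.45 after 3 days. LOC_Os07g43570 was nearly silent in HHZ, at 0.124, 0.397 and 0.286, against 206, 42.2 and 263 in H471 and 219, 36.6 and 323 in P28, with log2 differences between H471 and HHZ of 4.95 and 7.68 after 1 and 3 days. H471 was thus nearer to the donor than to HHZ for both genes, which lie in the segment of chromosome 7. LOC_Os04g30040, in the segment of chromosome 4, was at 44.1 in the HHZ control and 3.50 and 0.835 under drought, and at 9.17, 0.405 and 0.0483 in H471, with differences of -1.68 after 1 day and -0.81 after 3 days.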

HHZ and one was repressed (LOC_Os04g30040). Eight genes encoding leucine-rich repeat transmembrane protein kinases were up-regulated and five were down-regulated in H471 relative to HHZ. Additionally, 26 genes encoding kinase proteins were differentially expressed in H471 *vs*. 

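Leucine-rich repeat kinases form the largest group of plant receptors. Of the 14 that Additional file 9 lists, which the study chose on these samples, 4 were higher and 4 lower in H471 than in HHZ after 1 day by the size rule, and 5 higher and 5 lower after 3 days; over the 2 days 6 were higher and 5 lower at least once. LOC_Os05g16430 had the largest increase after 3 days, with an FPKM of 2.55 in HHZ, 7.80 in P28 and 37.5 in H471, a log2 difference of 3.44. Its neighbour LOC_Os05g16420 differed by 1.80 after 3 days, from 26.1 in HHZ to 93.5 in H471, and P28 was at 80.8. LOC_Os08g14950 was higher in H471 by 2.59 and 2.53 on the 2 days. LOC_Os08g14940 had differences of -4.35 and -3.87; after 1 day it had 84.1 in HHZ, 3.69 in P28 and 3.16 in H471, whose control was at 21.8 against 31.3 in HHZ. LOC_Os11g36190, chosen after its values were seen, was close to 0 in HHZ and P28 and reached 2.07 and 3.64 in H471. LOC_Os05g48660 (match MRH1) differed by 0.68 after 3 days, below the size rule.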

HHZ under drought stress. These included four genes encoding calmodulin-dependent protein kinases (CDPKs) (LOC_Os03g20380, LOC_Os03g43440, LOC_Os05g26870, and LOC_Os10g39420). 

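Calcium-dependent and calcineurin B-like-interacting kinases carry calcium signals to their targets. LOC_Os03g20380 (match CIPK3) went in HHZ from an FPKM of 66.6 to 174 and 145, and in H471 from 72.0 to 107 and 93.5, so that H471 differed from HHZ by -0.70 and -0.63. LOC_Os03g43440 (match CIPK4) differed by -0.28 after 1 day and -0.65 after 3 days. LOC_Os10g39420 (match CPK5) had 4.68 in HHZ, 1.87 in P28 and 1.88 in H471 after 1 day, a difference of -0.98, and differed by 0.02 after 3 days. None of these 3 passed the size rule between H471 and HHZ. LOC_Os05g26870 was listed at 0 in all HHZ columns, had 8.99 and 10.9 in P28 and 2.38 and 0.929 in H471 under drought, and was at 0 in the H471 control. Of the 20 genes Additional file 9 lists as kinases, a choice made on these samples, 3 were higher and 3 lower in H471 after 1 day and 3 higher and 2 lower after 3 days. The diacylglycerol kinase gene LOC_Os08g15090 (match DGK4) was higher by 1.80 and 1.09, and the ethylene receptor gene LOC_Os05g06320 (match ETR1) differed by -1.06 and -1.42.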

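Calcium-binding proteins translate stress-induced calcium changes into responses. OsCML15 (LOC_Os05g31620) had an FPKM of 8.18 in HHZ, 13.6 in P28 and 21.0 in H471 after 3 days of drought, a log2 difference of 1.26 between H471 and HHZ, after -0.34 on day 1. OsCML18 (LOC_Os05g13580) had 130.0 in HHZ and 231 in H471 after 1 day and 17.6 and 28.4 after 3 days, with differences of 0.82 and 0.66, below the size rule. OsCML31 (LOC_Os01g72530) differed by -0.69 after 1 day and 2.02 after 3 days. The lipid-binding CaLB-domain gene LOC_Os08g20544 had 63.3 in HHZ, 29.5 in P28 and 24.5 in H471 after 3 days, with differences of -0.95 and -1.34 on the 2 days. LOC_Os02g27130, of the same domain class, differed by -0.12 and -0.74. The cation exchanger gene LOC_Os12g42910 (match CAX7) was higher in H471 by 1.57 after 3 days, at 21.3 against 6.53 in HHZ.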

Three genes encoding EF hand calcium-binding proteins (OsCML15, OsCML18, and OsCML31) were up-regulated in H471, and two genes encoding CaLB domain proteins (LOC_Os08g20544, LOC_Os02g27130) were down-regulated in H471 compared with HHZ under drought stress, indicating their different roles in the drought stress response.

*Phytohormone related proteins*: 16 genes encoding ten JA and six GA related proteins were differentially expressed in H471 *vs*. HHZ under drought stress (Additional file9). Kyoto encyclopedia of genes and genomes (KEGG) analysis of these DEGs showed that alpha-linolenic acid metabolism (ko00592), which is associated with JA synthesis, was highlighted in H471 (Additional file10). 

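Jasmonic acid (JA) is made from alpha-linolenic acid by lipoxygenases and, later in the path, by beta-oxidation. Under drought these genes differed from the control in different directions. Over the 3 genotypes, limma gave the lipoxygenase gene LOC_Os08g39840 (match LOX2) a fall of 5.05 after 1 day (standard error 0.24, adjusted p = 5.53e-06) and of 3.71 after 3 days, and LOC_Os03g49380 (match LOX5) a fall of 1.55 (adjusted p = 0.00107) and 1.30. The dioxygenase gene LOC_Os12g26290 (match DOX1) rose by 2.34 (standard error 0.17, adjusted p = 3.61e-05) and 0.91. Between H471 and HHZ, the differences after 1 and 3 days were -0.38 and 0.77 for LOC_Os08g39840, -0.37 and 0.85 for LOC_Os03g49380, -0.69 and -0.26 for the lipoxygenase gene LOC_Os05g23880 and 0.02 and -0.63 for LOC_Os12g26290. The lipoxygenase gene LOC_Os12g37260 had 205 in P28 after 1 day against 32.9 in HHZ and 55.5 in H471. LOC_Os05g06300 (match MFP2), in a segment of chromosome 5, had 1.92 in HHZ and 0.0194 in H471 after 1 day, a difference of -1.52; after 3 days it had 3.49 in HHZ and was listed at 0 in H471 and P28, while the H471 control had 1.62 and the P28 control 0. LOC_Os05g14010, which the paper lists as an acyl-CoA oxidase and the file describes as a bHLH factor, differed by -0.28 and -0.81, and LOC_Os12g04500, which the paper lists as an acetyl-CoA acyltransferase and the file as a response regulator, by -1.02 and -0.56. The median of the 8 genes that Additional file 10 lists was -0.37 after 1 day and -0.41 after 3 days, with 2 genes lower on day 1 and 1 on day 3 by the size rule and none higher; the study chose the list on these samples.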

Eight JA biosynthesis-related genes, encoding four lipoxygenase (LOX), one alpha-dioxygenase (DOX1), one acyl-CoA oxidase (ACX), one enoyl-CoA hydratase/3-hydroxyacyl-CoA dehydrogenase (MFP2) and one acetyl-CoA acyltransferase (fadA), were differentially expressed in H471 compared with HHZ under drought stress. Meanwhile, two genes (*OsJAZ1* and *OsJAZ7*) involved in the JA signaling pathway were also significantly up-regulated in H471 *vs*. 

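JAZ proteins repress JA-responsive genes and are themselves induced by JA. OsJAZ1 (LOC_Os03g08320) had an FPKM of 3.62 in the HHZ control, 16.0 in P28 and 10.7 in H471, a log2 difference of 1.34 between H471 and HHZ before any drought. After 1 day the difference was 0.17, and after 3 days it was 1.04, at 12.6 in H471 and 5.62 in HHZ. OsJAZ7 (LOC_Os09g26780) differed by 0.01 in the control and 0.24 after 1 day, and by 1.11 after 3 days, when it had 8.40 in H471, 3.37 in HHZ and 3.08 in P28. Of 12 expressed JAZ genes in a list fixed beforehand, 8 fell after 3 days of drought in limma over the genotypes (8 adjusted over the list alone), among them LOC_Os07g42370 (match JAZ5) by 2.58 (standard error 0.19, adjusted p = 4.90e-05). After 1 day 3 rose and 3 fell (2 and 3 adjusted over the list alone). The list's median difference between H471 and HHZ was 0.34 in the control, 0.17 after 1 day and 0.29 after 3 days. It lay above all random lists in the control and above 99.5% and 99.9% of them on the 2 days. By the size rule 4 genes were higher in H471 after 3 days and none lower. OsJAZ1 and OsJAZ7, which the study picked as higher in H471 on these samples, belong to the list and are among the 4. Members of 1 family can vary together, and these ranks do not measure the spread between plants. The ranks are therefore not independent evidence of a difference between the lines. Across the 3 conditions limma called none of the 12 as different between H471 and HHZ, also when adjusted over the list alone.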

HHZ under drought stress. Consistently, the JA content in H471 was significantly higher than that in HHZ under drought stress, even though the JA contents in all three genotypes were repressed by drought compared with their respective control (Figure 4, Additional file11). 

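GA 20-oxidases make precursors of active gibberellin (GA), and GA 2-oxidases inactivate GA. The GA 20-oxidase gene LOC_Os03g42130 (GA20ox2) rose over the 3 genotypes by a fitted log2 difference of 1.11 after 1 day (standard error 0.21, adjusted p = 0.00369) and fell by 1.94 after 3 days (adjusted p = 0.000297). On day 1 the single differences were 0.74 in HHZ, 1.44 in P28 and 1.14 in H471. H471 had less transcript than HHZ throughout, with an FPKM of 39.6 against 75.0 in the control and 6.74 against 16.0 after 3 days. The GA 2-oxidase gene LOC_Os05g48700 was near 0 in the controls and had 5.59 in HHZ, 4.25 in P28 and 2.21 in H471 after 3 days, a rise of 2.22 (standard error 0.26, adjusted p = 0.000364); on day 1 its difference was 0.38 (adjusted p = 0.236).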

A GA biosynthesis-related gene, encoding putative gibberellin 20-oxidase 2 (GA20ox2) was significantly up-regulated after 1 day of drought stress, while a GA deactivation-related gene encoding gibberellin 2-oxidase was evidently up-regulated after 3 days of drought stress in all genotypes. Importantly, four putative gibberellin receptor encoded genes were detected to be differentially expressed in H471 compared with HHZ under drought stress. These results indicated that the JA and GA pathway is involved in drought stress tolerance in the DT IL H471.

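The 4 receptor-like genes that the paper lists encode carboxylesterases related to the GA receptor GID1, and all match the Arabidopsis carboxylesterase CXE18. LOC_Os07g44890 had an FPKM of 2.57 in HHZ, 2.55 in P28 and 11.1 in H471 after 1 day and 2.30, 1.56 and 10.4 after 3 days, with log2 differences between H471 and HHZ of 1.77 and 1.78. LOC_Os07g44850 differed by -0.19 after 1 day and by 1.37 after 3 days, at 8.31 in H471 and 2.59 in HHZ. LOC_Os07g44900 had 3.25 in HHZ and 9.10 in H471 after 1 day, a difference of 1.25, and was listed at 0 in HHZ after 3 days. LOC_Os06g20200 was lower in H471 after 3 days, at 4.50 against 10.4 in HHZ, a difference of -1.05, after -0.10 on day 1. The first 3 genes are neighbours in the segment of chromosome 7. For LOC_Os07g44850 P28 had 0.0541 after 1 day against 0.253 in HHZ, and 1.55 after 3 days.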

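Wider lists of both pathways, fixed beforehand, hold relatives of these genes but not all of the genes themselves. The JA list leaves out OsJAZ1, OsJAZ7, LOC_Os05g06300 and LOC_Os12g04500, and the GA list leaves out the 3 receptor-like genes of chromosome 7. The counts between H471 and HHZ below therefore do not cover them. Of 24 expressed genes of JA synthesis and signalling, 6 rose and 13 fell after 1 day of drought and 8 rose and 9 fell after 3 days in limma over the 3 genotypes (the same counts adjusted over the list alone), with medians of -0.56 to -0.31 and of -0.25 to -0.15 in the genotypes. The lipoxygenase genes LOC_Os08g39850 and LOC_Os02g10120, both matches of LOX2, moved apart, by -4.36 and 4.14 on day 1. Between H471 and HHZ the median of this list was -0.05 after 1 day and 0.05 after 3 days, and no gene passed the size rule on either day. Of 18 expressed genes of GA synthesis, breakdown and signalling, 6 rose and 5 fell after 1 day and 7 rose and 5 fell after 3 days (the same adjusted over the list alone). LOC_Os01g66100, a GA 20-oxidase by its match, rose by 3.28 (adjusted p = 0.000169) and LOC_Os04g44150, a GA 2-oxidase, fell by 3.14 (adjusted p = 1.87e-05) after 1 day, each in 3 of 3 genotypes. The list's median between H471 and HHZ was 0.11 after 1 day, with no gene past the size rule, and -0.13 after 3 days, with 2 genes lower. The paper reasons from the JA and GA genes that differ between H471 and HHZ under drought, and from its JA measurements. It also uses pathway enrichment of alpha-linolenic acid metabolism, GA oxidase genes that rose in all genotypes and quantitative PCR of JA genes. Its coexpression network holds lipoxygenase genes and GA20ox2. The paper concludes that both pathways take part in the drought tolerance of H471.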

**Figure 4:**
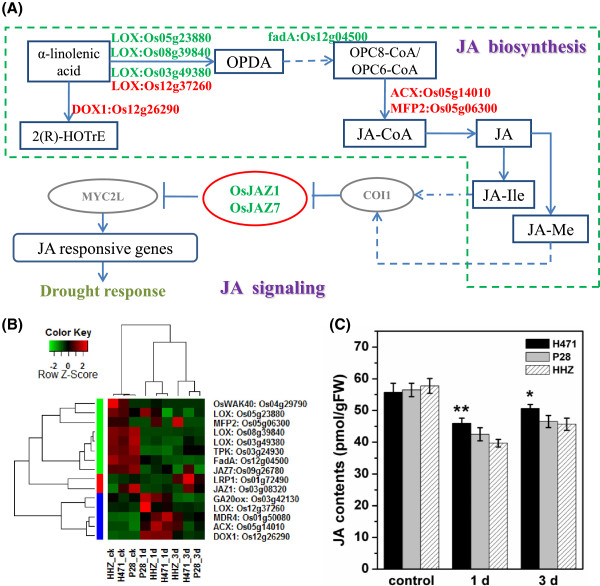
**Jasmonic acid (JA) related pathways may play key roles in drought tolerance in H471. (A)** JA synthesis and signaling pathways that contain differentially expression patterns between H471 and HHZ under drought conditions. Gene names in red and green color indicate up- and down-regulated in response to drought stress, respectively. **(B)** Hierarchical clustering of JA-related genes and some co-regulated genes. The color scale indicates the expression value. **(C)** JA contents in H471, HHZ, and P28 under drought conditions. Each column represents mean ± s.d. (three replicates); **p <0.01; *p <0.05 versus HHZ (ANOVA, Dunnett’s multiple comparison test).

*Transcription regulation related genes*: 36 transcription factor (TF) genes were differentially expressed between H471 and HHZ under drought stress. Among them, three AP2/EREBP genes (LOC_Os01g64790, LOC_Os03g08470, LOC_Os04g57340) were significantly up-regulated in H471, which were previously identified to be highly involved in drought and salt stress[32]; *OsWRKY4* (LOC_Os01g53040) and *OsWRKY9* (LOC_Os01g18584) were highly expressed in H471 relative to HHZ under drought; these two genes were associated with biotic stress tolerance in a previous study[33, 34]. 

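AP2/EREBP and WRKY factors are among the main transcriptional regulators of stress in rice. LOC_Os03g08470 (match RAP2.2) went from an FPKM of 3.05 in the HHZ control to 83.0 after 3 days and from 3.13 to 173 in H471, a log2 difference between the 2 of 1.05 after 3 days and of -0.19 after 1 day. LOC_Os04g57340 (match ERF3) had 41.2 in HHZ, 36.3 in P28 and 76.0 in H471 after 3 days, a difference of 0.87, and LOC_Os01g64790 had 5.90, 3.39 and 12.0, a difference of 0.92; both are below the size rule. OsWRKY4 (LOC_Os01g53040) fell over the 3 genotypes by 3.51 after 1 day (standard error 0.34, adjusted p = 0.000139, limma) and was 3.02 in HHZ and 6.57 in H471 after 3 days, a difference of 0.91. OsWRKY9 (LOC_Os01g18584) was lower in H471 than in HHZ in the control, with a difference of -1.19, and higher by 1.08 after 3 days. Of all 36 transcription factors in Additional file 9, chosen by the study on these samples, 2 were higher and 2 lower in H471 after 1 day and 15 higher and 1 lower after 3 days, with a median of 0.88 on day 3. The CONSTANS-like gene LOC_Os08g15050 (match COL5), in the segment of chromosome 8, was higher in H471 by 2.57 after 3 days, at 21.4 against 2.78 in HHZ and 8.81 in P28.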

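MYB, bHLH and NAC factors of Additional file 9 were compared between H471 and HHZ by the size rule. All 4 MYB genes were higher in H471 after 3 days, with a median log2 difference of 1.19, and none passed after 1 day. LOC_Os08g43550 (match MYB4) had an FPKM of 77.9 in HHZ, 76.1 in P28 and 189 in H471 after 3 days. LOC_Os12g37690 (match MYB112) was higher in H471 by 1.28, LOC_Os11g01480 by 1.11 and LOC_Os02g42850 (match MYB19) by 1.08. Of 6 bHLH genes, 2 were higher after 3 days, LOC_Os01g72370 by 1.22 and LOC_Os02g56140 (match SPATULA) by 1.16, and 5 of the 6 were above 0, with a median of 0.79. Of 6 NAC genes, 2 were higher and 1 lower after 3 days: LOC_Os07g48450 had 77.3 in HHZ and 158 in H471, a difference of 1.02, and LOC_Os02g34970 (match XND1) differed by -1.25. After 1 day LOC_Os02g12310 (match ATAF1) had 1.61 in HHZ and was listed at 0 in each of the other 8 columns. The 4 MYB genes, LOC_Os02g56140 and LOC_Os02g12310 were named after their values were seen. The study chose these genes on the same samples, so the counts are not independent evidence.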

The others included four MYB TFs, five bHLH TFs, and seven NAC proteins, most of which were up-regulated in H471 compared with HHZ under drought, implying their positive role in the drought stress response.

*Genes encoding redox regulation-related proteins*: A set of 19 genes related to redox regulation were enriched in H471 compared with HHZ under drought stress. These genes included those encoding ascorbate peroxidase, oxidoreductase, peroxidase precursor, glutathione S-transferase, and glutathione synthetase (Additional file9), showing that redox regulation is involved in the molecular mechanisms of drought stress tolerance.

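Drought makes leaves produce reactive oxygen, which peroxidases and the glutathione system remove. Of the 19 redox genes in Additional file 9, a list the study chose on these samples, 3 were higher and 1 lower in H471 than in HHZ after 1 day by the size rule and 4 higher and none lower after 3 days. The 3 higher after 1 day were peroxidases: LOC_Os01g19020 by 1.87, LOC_Os06g46799 (match RCI3) by 1.11 and LOC_Os01g28030 by 1.08. None of the 9 peroxidases passed after 3 days. Of 4 glutathione S-transferases, 3 were higher after 3 days: LOC_Os01g72130 (match GSTU7) had an FPKM of 7.16 in HHZ, 8.97 in P28 and 17.4 in H471, a difference of 1.18, and LOC_Os01g37750 and LOC_Os10g38610 (both GSTU18 matches, the latter chosen after its values were seen) differed by 1.14 and 1.07. Under drought 2 of them fell in all 3 genotypes, LOC_Os01g72130 by a fitted log2 difference of 4.00 (standard error 0.37, adjusted p = 0.000111) and LOC_Os01g37750 by 3.42 (standard error 0.32, adjusted p = 0.000111) after 1 day in limma. The ascorbate peroxidase gene LOC_Os09g36750 (match APX3) was at 18.7 in HHZ, 19.6 in P28 and 33.2 in H471 after 3 days, a difference of 0.80, and the glutathione synthetase gene LOC_Os12g16200 (match GSH2) differed by -0.82.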

*Genes related to carbohydrate metabolism and osmotic adjustment*: 9 genes encoding UDP-glucoronosyl and UDP-glucosyl transferase (UGT) family proteins and genes encoding three osmotins and one malate synthase were differentially expressed in H471 *vs*. 

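Sugar conjugation, osmotin and the glyoxylate cycle are part of how leaves adjust solutes and carbon. Of 8 UDP-glycosyltransferase genes in Additional file 9, chosen by the study on these samples, 3 were higher in H471 than in HHZ after 1 day by the size rule and 3 after 3 days, and none was lower. LOC_Os02g51930 (match UGT85A1) had an FPKM of 3.60 in HHZ, 3.09 in P28 and 16.4 in H471 after 3 days, a log2 difference of 1.92. LOC_Os05g12450 (match UGT72B1) was higher in H471 by 1.68 after 3 days and LOC_Os05g08480 (match UGT73C1) by 1.38 after 1 day. LOC_Os03g30240 (match UGT88A1) was listed at 0 in all columns of HHZ and P28 and had 2.02, 5.50 and 3.27 in H471. The 3 osmotin genes passed the rule after 3 days: LOC_Os12g43410 had 18.0 in HHZ and 41.3 in H471, LOC_Os12g43450 had 16.4 and 36.6, and LOC_Os03g46070 had 11.4 and 27.5. P28 was higher than HHZ for each as well, with differences of 1.68, 1.25 and 1.36. The malate synthase gene LOC_Os04g40990 rose over the 3 genotypes by 6.76 after 3 days (standard error 0.39, adjusted p = 2.00e-05, limma), to 125 in HHZ, 74.9 in P28 and 277 in H471.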

HHZ under drought. These genes were previously reported to be involved in sugar metabolism and detoxification[35, 36] and osmotic adjustment[37].

### Co-regulatory gene networks of H471 in response to drought stress

To explore the genetic networks associated with DT, all DEGs belonged to the above function categories in H471 compared with HHZ under drought stress (Additional file9) were subjected to co-expression network analysis. Forty of them were found to be co-regulated and formed a complex network (Figure 5). In this network, the genes could be separated into four groups according to their putative functions. Group A was enriched in stress signaling transduction, including 13 genes encoding receptor kinases, protein kinases, and Ca^2+^ related protein. Four genes in group B were functionally involved in hormone signaling pathways: three genes encoding lipoxygenases (LOXs) and one gene encoding GA20ox2; LOX is involved in JA biosynthesis and signaling[38, 39]; and GA20ox2 is related to the biosynthesis of gibberellin[40]. The genes in group C were enriched in transcription regulation, including two NAC, one MYB, three CCT/B-box zinc finger proteins, and one HLH type TFs. The group D genes were mainly involved in ion transport, including two high affinity K^+^ transporter 5 s, three ABC transporters, and an ATP synthase subunit C family protein; and redox homeostasis, including peroxidase superfamily proteins, two glutathione S-transferases, and one short-chain dehydrogenase/reductase; and carbohydrate metabolism, including UDP-glycosyltransferase and malate synthase. These co-regulated genes in group D were evidently downstream in the drought stress tolerance mechanism of H471.

**Figure 5:**
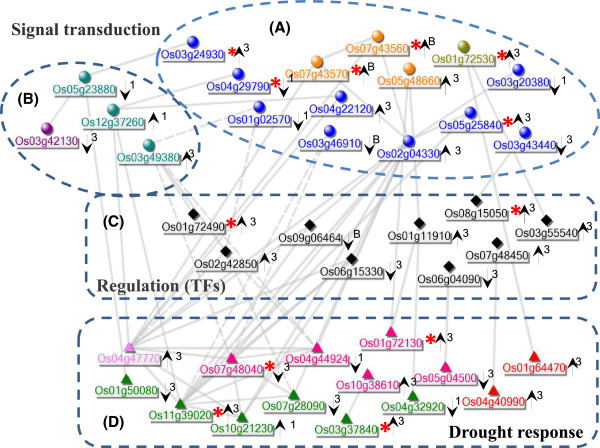
**Co-regulatory networks of genes differentially modulated in H471 under drought stress (false discovery rate 0.05).** Co-regulation analysis was based on the calculation of pairwise Pearson correlation coefficient (PCC) of logarithmic expression values (with a cutoff of 0.75) in Rice Oligonucleotide Array Database. Four subgroups, indicated with letters from **A**–**D** which also distinguished by shapes, were identified as their putative functions. Different colors indicate genes with unique function class: olive, Ca2+ signal related; gold, receptor kinase; blue, kinase; violet, TF; green, K + transporter; Pink, redox regulation; black, osmotin; red, carbohydrate metabolism. The thickness of the edges is proportional to the PCC. Asterisks indicate the genes located in the introgression segment from P28. Arrows indicate up- and down-regulated in response to drought stress, respectively; and 1, 3 and B with arrows show 1 day, 3 days, both 1 and 3 days drought stress, respectively.

### Colocalization of DT related DEGs in the introgression fragments and QTL intervals

According to the results of genotyping by resequencing, 26 P28 fragments were introgressed into H471 (Figure 6). We analyzed the previously reported DT-related QTLs based on the Gramene QTL database (http://archive.gramene.org/qtl/) compared with the introgression intervals in H471. The results indicated that 39 known DT QTLs were co-localized in the introgressed regions in H471 (Figure 6).

**Figure 6:**
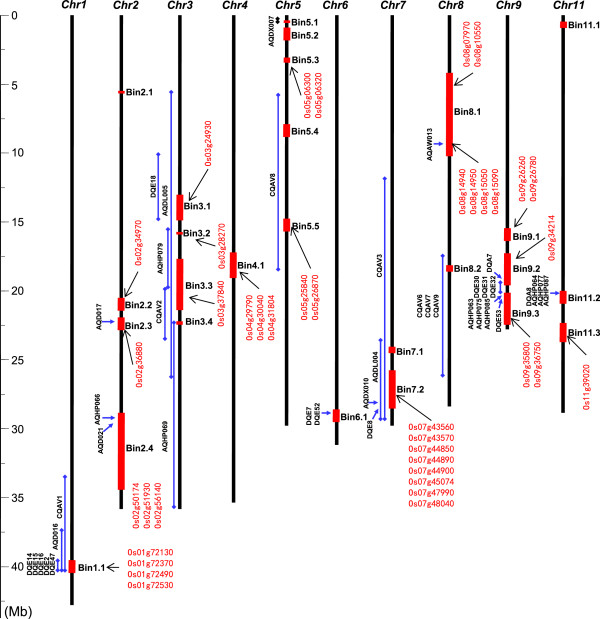
**The recombination map of H471 and drought stress-related quantitative trait loci (QTLs) located in or near the introgressed regions.** Names of QTLs, differentially expressed genes and introgressed bins are shown on the sides of the chromosome, more details are provided in Additional file12.

Correspondingly, all DEGs, including those differentially expressed in H471 compared with HHZ under control, 1 day or 3 days of drought stress conditions, were mapped onto the rice chromosome: 289 of these DEGs were localized on the introgressed intervals. Furthermore, 205 DEGs were localized onto 15 DT-related QTL intervals that overlap with the introgressed fragments in H471 (Additional file12). 

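The segments of donor DNA differ in how much of their expression changed. Bin8.1 on chromosome 8, from 4257143 to 10314285, held 228 kept genes, of which 20 were higher and 15 lower in H471 than in HHZ after 1 day of drought and 23 higher and 14 lower after 3 days. Bin11.3 on chromosome 11 held 73 kept genes, and 26.0% of them passed the size rule on each drought day, with 5 higher and 14 lower after 1 day and 8 higher and 11 lower after 3 days. Bin11.2 held 42, of which 9 were lower and none higher after 1 day. By contrast, Bin2.4 on chromosome 2 held 432 kept genes and 2.31% of them passed after 1 day, and Bin9.3 on chromosome 9 held 167 and 0.599% passed on each drought day. None of the 20 kept genes of Bin2.1 passed in any condition. The number of genes between the ends of a segment follows from the genes Additional file 12 lists for it, so a segment with few listed genes is seen only in part. The study called these end genes on the same samples, which can raise the percentage of a segment with few kept genes.

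**Figure D2:**
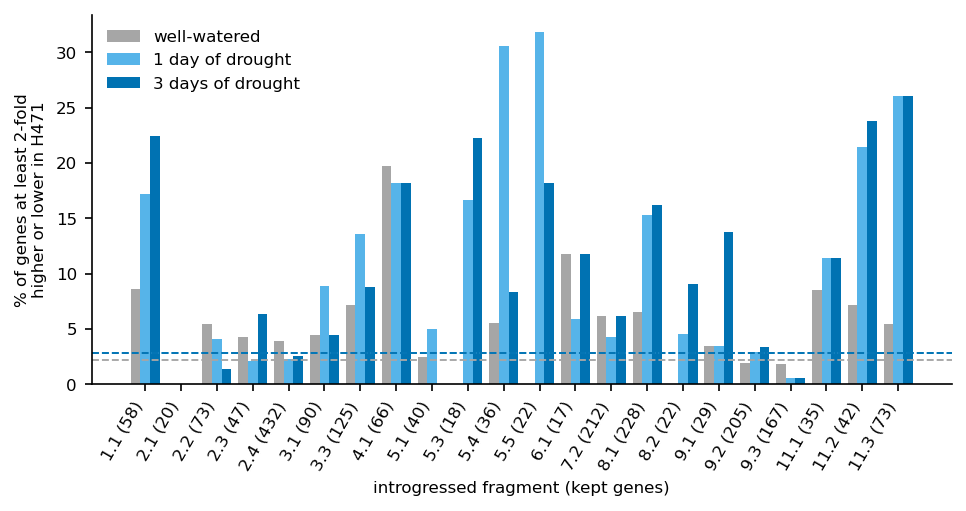
Percent of the kept genes of each introgressed segment with at least 15 kept genes (horizontal axis) that passed the size rule between H471 and HHZ (vertical axis); bars are the control, 1 day and 3 days of drought, and the dashed lines are the genes outside the segments in the same conditions. Bin5.5 and Bin5.4 are highest after 1 day, at 31.8% and 30.6%, and Bin2.1 is at 0. The segment ends are genes the study called, which can raise these percentages.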

Seven genes on the introgressed region of chromosome 1 were detected to be significantly up-regulated in H471 relative to HHZ after 3 days of drought stress: bHLH TF, lateral root primordium (LRP) protein, beta-1,3-glucanase 3, glycosyl hydrolase, glutathione S-transferase, and bidirectional amino acid transporter. 

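The segment at the end of chromosome 1 holds genes of cell wall breakdown, amino acid transport and regulation. After 3 days of drought the beta-1,3-glucanase gene LOC_Os01g71340 (match BG3) had an FPKM of 3.09 in HHZ, 15.3 in P28 and 8.07 in H471, a log2 difference of 1.15. The glycosyl hydrolase gene LOC_Os01g71380 was listed at 0 in all HHZ columns and had 14.3 in P28 and 6.92 in H471, whose control was at 0.942. LOC_Os01g71760 (match BAT1) was higher in H471 by 1.99, at 6.24 against 0.819 in HHZ and 2.88 in P28. LOC_Os01g72370, a bHLH gene that matches bHLH038, had 7.16 in HHZ and 18.0 in H471 but 2.67 in P28. The lateral root primordium gene LOC_Os01g72490 (match LRP1) differed by 0.70, below the size rule, at 37.6 in H471 and 22.7 in HHZ. With the glutathione S-transferase LOC_Os01g72130 and OsCML31 (LOC_Os01g72530), 6 of these 7 genes passed the size rule after 3 days. Across the 3 genotypes 4 of the 7 fell after 3 days of drought and 3 rose in limma (the same adjusted over the list alone, a list the study chose on these samples).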

Several drought-related QTLs, including those for leaf rolling, osmotic adjustment, and relative water content[41–43] were colocalized on this region; thus, up-regulation of these seven genes in H471 could be positively related to physiological and metabolic adaptation to drought stress. There was also a cluster of 10 genes located on the introgressed segment of chromosome 4 that had no corresponding DT QTLs. These genes included eight wall-associated kinase (WAK) family proteins and two cysteine-rich RLKs were found to be constitutively down-regulated in H471 compared with HHZ. It was evidenced that WAKs and cysteine-rich RLKs are essential for the normal regulation of cell enlargement and abiotic stress sensing[44, 45], reduced expression of these genes in H471 might negatively affect cell growth and the stress response.

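Wall-associated kinases link the cell wall to signalling inside the cell. The 10 genes of the cluster were expressed in the HHZ control, at an FPKM of 76.5 for the cysteine-rich kinase gene LOC_Os04g30030 (match CRK12), 60.5 for the wall-associated kinase gene LOC_Os04g29810 and 48.6 for LOC_Os04g29770 (match WAK3). In the P28 control LOC_Os04g30030 had 7.53 and the 2 wall-associated kinases were listed at 0. The H471 control lay between its parents, at 28.7, 25.7 and 19.3. By the size rule 9 of the 10 were lower in H471 than in HHZ in the control, 5 after 1 day and 2 after 3 days. The difference between H471 and HHZ for LOC_Os04g29770 was -1.28 in the control, -1.96 after 1 day and -0.40 after 3 days, and for LOC_Os04g30240 (match WAK2) it was -1.72, -1.43 and -1.64. All 10 were lower under drought than in the control of HHZ by the size rule, with a median log2 difference of -3.49 after 1 day and -4.08 after 3 days, so little transcript was left to compare.

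**Figure D3:**
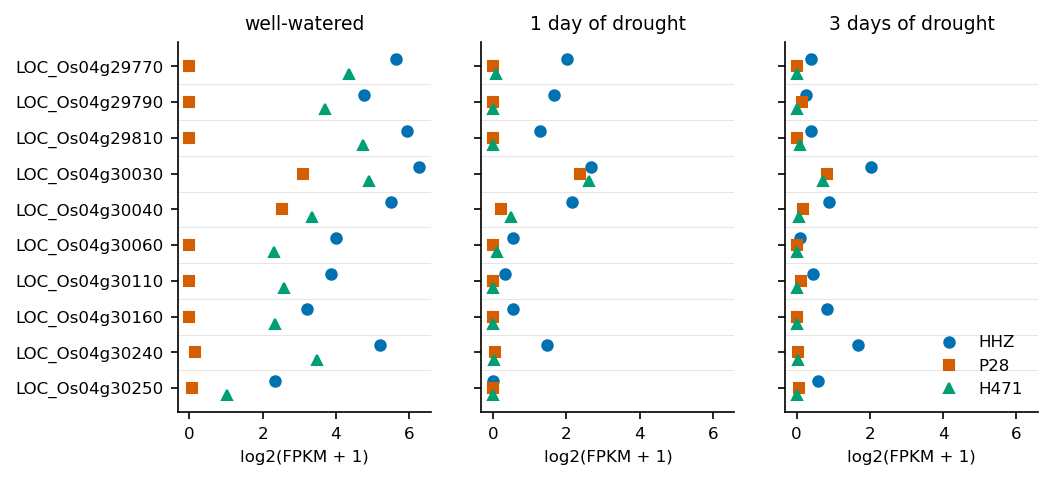
Expression, as log2 of FPKM + 1 (horizontal axis), of the 10 genes of the cluster on chromosome 4 (vertical axis). The panels are the control and 1 and 3 days of drought, and color and marker show HHZ, P28 and H471. The HHZ control is highest for every gene, the H471 control is intermediate, and the drought columns are low in all 3 genotypes.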

## Discussion

### The DT IL showed enhanced drought stress tolerance

ILs have been widely used in genetic analysis and molecular breeding[26, 46]. Drought-selected ILs have provided a useful genetic resource to improve our understanding of the genetic and molecular basis of DT in rice[2]. In the present study, the DT IL H471 and donor P28 were more tolerant to drought stress than the recurrent parent HHZ. Under drought stress, H471 and P28 showed delayed leaf rolling, lower RWL, higher RWC, higher stomatal closure rate, relatively lower cell membrane injury, and with significantly higher CAT and APX activities than HHZ, indicating that H471 and P28 underwent complex morphological and physiological changes to resist drought stress[47]. These results showed that H471 and P28 used a typical DT strategy to cope with drought stress by limiting water loss and the enhanced DT of H471 over HHZ was caused by introgression of favorable alleles from donor P28.

### Genome-wide transcriptome reprogramming of H471 and its parental lines in response to time-series drought stress

A comparative transcriptome analysis of three genotypes under 1- and 3-day drought stress indicated that the DT and DS genotypes shared a large proportion of drought-induced DEGs, revealing common drought stress-responsive processes. GO analyses showed that commonly up-regulated genes at the MR phase were highly enriched in signaling transduction and transcription regulation, consistent with previous reports that abiotic stress triggered the MR phase of transcriptome alterations of genes related to signaling cascades, including receptor kinases, transcription factors and components of calcium signaling[30, 48]. However, after 3 days of drought stress, the common DEGs were mainly involved in carbohydrate metabolic process, post-translational protein modifications, transport, and redox regulation, implying that downstream genes related to metabolite adaptation, ROS homeostasis, and post-transcriptional regulation were involved in the severe drought stress response, in accordance with previous results[48, 49].

### Effect of introgression on the transcriptome in response to drought stress

The DEGs on the introgressed regions in H471 relative to its recurrent parent HHZ could have direct effects on its DT phenotype changes. Identification of those DEGs co-localized with identified DT-related QTLs provides useful data for DT molecular breeding and gene functional dissection. Meanwhile, it was reported that donor introgressions combine recurrent parental alleles that might result in novel changes in expression, and many genes showing non-parental expression patterns were identified outside of the introgressed fragments[50]. 

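Some genes of H471 were expressed unlike either parent on both drought days. With thresholds chosen after the values were seen (an FPKM of at least 3 where the gene is on, and a ratio of at most 0.1), 37 genes were off in H471 and on in HHZ and P28, or the reverse, after 1 and after 3 days: 15 were lower in H471 than in both parents and 22 higher. Of the 37, 13 lay inside the introgressed segments and 24 outside. Chromosome 3 held 15 of them, chromosome 11 held 8, chromosome 5 held 7, chromosome 8 held 5 and chromosome 1 held 2, so that 94.6% lay on chromosomes 3, 5, 8 and 11, which hold 33.4% of the kept genes. LOC_Os11g37759, a disease resistance gene outside the segments, had an FPKM of 33.7 and 32.6 in H471 under drought, 0.0473 and 0.0493 in HHZ and at most 0.0227 in P28. The disease resistance gene LOC_Os03g48320 had 15.8 in HHZ and 11.4 in P28 but 0.416 in H471 after 3 days, a log2 difference from HHZ of -3.57.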

In this study, a set of genes in the DT introgression line H471 were exclusively differentially expressed compared with its parental lines, especially under drought stress, showing a unique expression related to the DT phenotype. These expression changes beyond the introgression regions might correspond to the well-known transgressive or nonparental expression in hybrid crop plants[51]. However, it was determined that the genome-wide expression changes in an IL might result from activation of transposon *mPing*[52] or transgressive siRNA[53]. The molecular mechanisms of this non-parental expression alteration, especially under drought stress, need to be further elucidated.

### A complex genetic network including the JA and GA pathway is involved in drought stress tolerance

Drought stress tolerance is a complex trait and involves many genes. Hence, deciphering the molecular mechanisms underlying DT in plants is a challenging task. Genome-wide identification of drought-responsive regulons in contrasting DT genotypes with similar genetic backgrounds could help to dissect novel genetic components involved in DT. We comparatively analyzed the differential gene expression between H471 and HHZ under drought stress: 840 genes were differentially expressed, indicating substantial transcriptome reprogramming in H471 under drought stress compared with HHZ.

A set of genes related to signaling transduction including RKs, CDPKs, and CBPs were up-regulated in H471 compared with HHZ. RLKs play an important role in plant growth and responses to abiotic stresses by activating initial signaling transduction[45]; CDPKs and CBPs are the main components in the stress signaling pathway, which acts by modulating ABA signaling and reducing the accumulation of ROS[54, 55]. Up-regulation of these genes in H471 implied their positive role in DT by enhancing signaling pathways under drought stress.

Plant hormones, including ABA, GA and JA, play key roles in their ability to adapt to changing environments[15, 18, 19, 56]. GO and KEGG analyses revealed that genes related to JA biosynthesis and the signaling pathway were differentially expressed in H471 relative to HHZ under drought stress, implying that JA was involved in drought response. JA plays an important role in plant growth, development and stress response[57]. The JA signaling and biosynthesis genes were found to be significantly regulated by drought in *Arabidopsis*[58] and rice[59]. In this study, the JA levels in all three genotypes were repressed by drought compared with their control, this result indicated that JA is probably not required at high concentration under drought stress, and an increase in JA content might negatively affect plant growth as suggested by previous reports[58, 60]. However, the JA content was significantly higher in H471 than in HHZ and P28 under drought stress, which correlated with the increased expression of JA biosynthesis genes in H471 relative to HHZ, demonstrating that JA plays an important role in DT. Previous studies indicated that JA affected the transcript levels of genes related to antioxidants under water stress[61]; relative higher JA content in H471 might enhance drought tolerance by modulating antioxidant homeostasis.

It was shown that JA could interact synergistically and antagonistically with other phytohormones[60, 62]. In this study, differentially expressed GA-related genes in H471 compared with HHZ under drought stress provide evidence for the role of GA metabolism and the regulation of the GA signaling pathway on exposure to drought stress which consistent with latest study. Emerging evidence for interaction of the GA-signaling molecule DELLA with components of the signaling pathway for the stress hormone JA[19] suggests that GA signaling might integrate multiple hormone signaling pathways in response to drought stress, however the crossroads of these interactions still remain to be elucidated.

TFs are hub regulators in response to biotic and abiotic stresses. Several TFs, including AP2/EREBPs, WRKYs, bHLHs, and NACs, were highly up-regulated in H471 compared with HHZ under drought stress. All these TFs were previously reported to be involved in transcription regulation of abiotic stresses tolerance[20, 63]. Importantly, AP2/EREBPs, WRKYs, and NACs are key regulators of ABA-mediated stomatal closure and, hence, drought responses[64, 65]. bHLHs play an important role in the JA-mediated regulatory network of the abiotic stress response[66]. Differential expression of these TFs in H471 relative to HHZ implied that both ABA and JA play a central role in regulating drought stress tolerance in H471.

Co-expression analysis showed that there were core DT genes forming a complex network in H471 (Figure 5), including genes related to signaling transduction, the JA pathway, and TFs, and those involved in downstream functions, such as carbohydrate metabolism, ion transport, and ROS regulation. In the network, a bHLH TF (LOC_Os01g11910) is connected to a receptor-like kinase (LOC_Os05g48660) and a hub 5-AMP-activated protein kinase (LOC_Os02g04330), interacts with glutathione S-transferase (LOC_Os01g72130), LZ-NBS-LRR protein (LOC_Os11g39020), and peroxidase (LOC_Os07g48040), and is then further connected with two JA biosynthesis lipoxygenases (LOC_Os03g49380 and LOC_Os12g37260). All these genes form a complex interacting network. However, their real interactions need to be confirmed by further experiments, including yeast-two-hybridization screening. These co-expressed gene networks provide useful information for dissecting the molecular mechanisms underlying drought stress tolerance in rice.

## Conclusions

In this study, a DT IL and its parental lines, including the DT donor and DS recurrent parent, were used to characterize the differences of leaf transcriptome dynamics under 1 and 3 days of drought stress at the tillering stage using high-throughput RNA sequencing. Drought induced transcriptome reprogramming in a DT IL H471 could result from introgressed chromosome segments from the DT donor P28, and the differentially expressed genes in the H471 relative to the HHZ under drought stress might contribute to the enhanced drought tolerance, finally improved yield performance under stress. Co-expression analysis revealed a complex regulatory network, including genes related to the signaling transduction, JA and GA pathways, transcription regulation, redox control and osmotic adjustment, involved in drought stress tolerance. The data obtained in this study could extend our understanding of the molecular mechanisms of DT in rice.

## Methods

### Plant materials and experimental treatments

Three rice genotypes were used in this study. HHZ is a widely used *indica* inbred rice in South China, with high yield and good quality, which is sensitive to drought stress. P28 is an *indica* rice variety from the Philippines and is well adapted to drought stress. H471 is a BC_1_F_5_ drought-tolerant IL with a few chromosomal fragments introgressed from the donor parent P28 into background of the recurrent parent HHZ. Genome-wide single nucleotide polymorphism analysis by re-sequencing showed that H471 differs from HHZ at 26 genomic segments from P28, with sizes in the range of 57–6057 kb (Figure 6). The recombination bins were judged as described in Huang et al.[67], using the genome-resequencing data of HHZ, P28, and H471 (unpublished data).

To evaluate the DT performance of the three genotypes, a pot experiment was arranged in a randomized complete block design with three treatments (well-watered, 1-day drought stressed, and 3-day drought stressed) and six replications or pots in a greenhouse at the Institute of Crop Sciences of Chinese Academy of Agricultural Sciences (Beijing, China). The days were counted after the available water content (AWC) in the soil reached 20% to allow drought measurements at precisely determined intervals. Three healthy seedlings of the three genotypes were transplanted equidistantly into a strip pot (15 cm in height and 50 cm in diameter) filled with 2 kg of sterilized field soil, which contained about 50% AWC of the soil, as measured by soil moisture meters (TZS-W, Zhejiang Top Instrument Co. Ltd). Seedlings of each genotype were planted in six pots giving a total of six plants; all plants were grown with 14 h daylight at 28°C and a 10-h dark period at 25°C under controlled conditions. Withholding water at the tillering stage started the drought stress treatment. The soil water content reached 15%, 10%, and 7.5% after 1 day, 3 days, and 4 days of drought treatment, respectively.

Yield performance was evaluated in experiments under drought stress and well-watered conditions at the experimental farm of International Rice Research Institute (Philippines). Seedlings of three genotypes were transplanted into a three-row plot with 45 plants per plot at a spacing of 15 × 25 cm between rows and plants within each plot; three replications for each genotype. For drought stress treatment, water was drained and irrigation was held at the peak tillering stage until maturity. In the well-watered control, the field was irrigated at weekly intervals until 2 weeks before harvesting. Grain yield was measured on the 10 plants sampled at maturity from the middle row of each plot.

### SEM analysis

The second leaves from 1-day drought-stressed plants grown in the pots were used for SEM analyses, as described in You et al.[68] with minor modifications. Fresh leaf samples were pre-fixed for 3 h in 3% glutaraldehyde-sodium phosphate buffer (0.1 M) at room temperature and rinsed three times with 0.1 M sodium phosphate buffer. Post-fixation was performed with 2% OsO4 at 4°C. The samples were dehydrated through an ethanol series and infiltrated with an isoamyl acetate series. The samples were then coated with metal particles for analysis by SEM to observe the guard cells. A Hitachi S750 scanning electron microscope (http://www.hitachi-hitec.com/global/em/) was used to take photographs, and the numbers of guard cells in randomly chosen fields were counted and analyzed statistically.

### Physiological traits of the three genotypes under drought stress

Detached leaves are weighed and saturated with water for 24 h, then weighed again and dried for 48 h, and weighed again. RWC was calculated using the following formula: RWC (%) = [(FM - DM)/(TM - DM)] × 100, where FM, DM, and TM are the fresh, dry, and turgid masses of the tissue weighed, respectively. Monitoring the fresh weight loss at the indicated time points (per hour) measured the WLRs of detached leaves[68]. Measuring solute leakage from rice leaf tissue evaluated the REL, according to the method of Arora et al.[69], with minor modifications. Three replicates of 0.5 g fresh leaves were sampled from control and drought-treated plants. After being cut into 1-cm pieces, the 0.5 g leaf samples were immersed in 20 mL distilled water in a test tube for 1 h with the help of a vacuum pump. After standing for 2 h at 25°C, water conductivity was measured. Leaf discs were then killed in the same solution by autoclaving, and total conductivity was measured at room temperature. Percent injury arising from each treatment was calculated from the conductivity data using the equation: % injury = [(% L(t) - % L(c))/(100 - % L(c))] × 100), where % L (t) and % L(c) are percent conductivity for treated and control samples, respectively. Antioxidant enzyme activity, including catalase (CAT) and ascorbate peroxidase (APX), were determined following previously reported methods[70].

Enzyme-linked immuno-sorbent assay (ELISA) was performed to measure JA content. Three replicates of 200 ~ 500 mg fresh leaves were sampled from control and drought-stressed plants and immediately ground with 80% methanol under ice-bath conditions, endogenous JA content was measured according to the manufacture’s protocol (RB Plant-JA, Cat No.DRE-P10695, USA).

### RNA extraction, RNA-seq library construction, and sequencing

Three top leaves for each sample (two replicates for each sample) were harvested for each genotype under 1 day and 3 days of drought stress and under well-watered control conditions. All samples were immediately frozen in liquid nitrogen and stored at -80°C. The TRIzol Reagent (Invitrogen, USA) was used to extract total RNA, which was quantified by a Qubit RNA assay kit (Applied Biosystems, CA, USA). An Agilent 2100 Bioanalyzer (Agilent Technologies) was used to check the RNA integrity. The ribosomal RNA (rRNA) was removed from 8 μg of total RNA using a RiboMinus™ Plant Kit (Invitrogen), followed by a Ribo-Zero Gram-Negative Bacteria kit (Epicentre), according to the manufacturer’s instructions. The TruSeq RNA Sample Preparation kit (Illumina) was used to construct the paired-end fragment library, with minor modifications. Briefly, the rRNA removed RNA was fragmented and the first-strand cDNA was synthesized using random hexamers and SuperScript II Reverse Transcriptase. The RNA template was then removed and a replacement strand was synthesized to generate double-stranded (ds) cDNA. After end repair and 3′ end adenylation, an indexed adapter was ligated to the dsDNA. Fragments of 300–350 bp were excised and enriched by 12 cycles of PCR. The QUBIT and Agilent 2100 Bioanalyzer, assessed the yield and size distribution of the PCR products, respectively. CapitalBio Corporation, Beijing, China subjected the produced libraries to cluster generation on cBot and sequencing on a HiSeq 2000 platform (Illumina) with paired-end 100 base pair reads. The Illumina instrument software performed primary data analysis and base calling. Raw sequence data are available in the NCBI’s Gene Expression Omnibus (GEO) database under the accession number GSE57950.

### Transcriptome data analysis

An in-house perl script was used to remove adaptor sequences and low-quality sequences from the raw reads. The retained high-quality pair-end reads of rice for each sample were mapped to the rice genome of RGAP at MSU[71] by TopHat[72] and then assembled using Cufflinks[73] to construct unique transcripts sequences, using the parameter: -g -b -u -o. Cuffcompare[73] was used to compare the assembled transcript fragments of each sample to the reference annotation, constructing a non-redundant transcripts data set among the samples. The number of mapped clean reads for each gene was counted and normalized into the reads per kilo base per million value[74]; Cuffdiff[73] was then used to identify DEGs. Finally, genes with a *p-*value ≤0.001 were designated as significantly differential expressed between each pair of samples.

Gene function annotations were performed based on the Rice Genome Annotation Project version 7[71]. AgriGO was used to perform GO enrichment analysis[75]. The Kyoto encyclopedia of genes and genomes (KEGG) pathway enrichment was performed using a hypergeometric test. The analysis incorporated false discovery rate correction using the Benjamini and Hochberg method of multiple hypotheses testing to reduce false negatives[76]. A weighted gene co-expression network analysis[77] was used to construct gene coexpression networks based on a Pearson correlation coefficient >0.75.

### Quantitative real-time reverse transcription-PCR (qRT-PCR) analysis

To validate the results of the Illumina sequencing experiment, an independent set of samples (three biological replicates per sample) were collected as described for the RNA sequencing. Total RNA was treated with DNase I (TransGene, Beijing, China) to remove residual genome DNA and cDNA synthesis was performed using EasyScript First-Strand cDNA Synthesis SuperMix (TransGene, Beijing, China) according to the manufacturer’s protocol. qRT-PCR was used to verify a subset of DEGs, using the methods described by Swarbrick et al.[78]. The gene sequences were downloaded from the rice genome of RGAP at MSU[71]; Primer 3 software (http://frodo.wi.mit.edu/) was used to design the primers (Additional file3). Twenty-seven rice genes with various function categories were selected and tested in 20-μL reactions using the SYBR® Green PCR Master Mix kit (Applied Biosystems, CA, USA), following the manufacturer’s protocol, via an ABI Prism 7900 Sequence Detection System (Applied Biosystems). The relative expression of each gene was calculated according to the method of 2^-△△Ct^[79]. The *Actin 1* gene (LOC_Os03g50890) was used as endogenous references for qRT-PCR, and all analyses were performed with three technical and three biological replicates.

## Electronic supplementary material

Additional file 1:**Hierarchical cluster analysis of nine sample pools (columns) and all expressed genes, under control and drought stress conditions (rows).** A PowerPoint file containing hierarchical cluster analysis of nine sample pools (columns) and all expressed genes, under control and drought stress conditions (rows). The raw data represented here can be obtained from GEO: GSE57950. In the colored panels, each horizontal line represents a single gene and the colored line indicates the expression level (in a log scale) of the gene relative to the median in a specific sample: high expression in red, low expression in green.

Additional file 2:**Correlation analysis of Illumina sequencing results between two replicates of each sample for H471, P28, and HHZ, under control (ck), 1 day and 3 days of drought stress, respectively.** A PowerPoint file containing correlation analysis of Illumina sequencing results between two replicates of each sample for H471, P28, and HHZ, under control (ck), 1 day and 3 days of drought stress, respectively.

Additional file 3:**Information of primers used in qRT-PCR analysis.** Excel file containing information of primers used in qRT-PCR analysis.

Additional file 4:**Comparison of transcription measurements by Illumina sequencing and quantitative real-time reverse transcription-PCR (qRT-PCR) assays.** A PowerPoint file containing comparison of transcription measurements by Illumina sequencing and quantitative real-time reverse transcription-PCR (qRT-PCR) assays. (A) The correlation coefficient (*R2*) between the two datasets is 0.93. (B) Comparative analysis of six candidate genes expression level by qRT-PCR and RNA-seq. qRT-PCR quantification values were compared with HHZ_ck. Error bars indicate the standard deviation. *Actin 1* was used as an endogenous control.

Additional file 5:**DEGs in P28 and H471 compared with HHZ under a well-watered condition.** Excel file containing a list of DEGs in P28 and H471 compared with HHZ under a well-watered condition.

Additional file 6:**GO enrichment analysis of DEGs in various groups.** Excel file containing five lists of GO enrichment of DEGs in various groups: 6–1, GO enrichment analysis of genes with the higher basal expression in H471 compared with HHZ; 6–2, GO enrichment analysis of the commonly up-regulated genes in three genotypes under 1 day of drought stress; 6–3, GO enrichment analysis of the commonly down-regulated genes under 1 day of drought stress; 6–4, GO enrichment analysis of the commonly up-regulated genes in three genotypes under 3 days of drought stress; 6–5, GO enrichment of the commonly down-regulated genes in three genotypes under 3 days of drought stress (XLS 47 kb).

Additional file 7:**Genes list of higher basal expression in P28 and H471 compared with HHZ.** Description: Excel file containing five list of genes with higher basal expression in P28 and H471 compared with HHZ.

Additional file 8:**DEGs list in H471 compared with HHZ under drought stress.** Excel file containing a list of DEGs in H471 compared with HHZ under drought stress.

Additional file 9:**List of DEGs with various function categories in H471 compared with HHZ under drought conditions.** Excel file containing a list of DEGs with various function categories in H471 compared with HHZ under drought conditions.

Additional file 10:**List of alpha-linolenic acid metabolism-related genes in H471 vs. HHZ DEGs.** Excel file containing a list of alpha-linolenic acid metabolism-related genes in H471 vs. HHZ DEGs.

Additional file 11:**Validation of JA related genes by qRT-PCR.** A PowerPoint file containing comparison validation of eight JA related genes by qRT-PCR assay. qRT-PCR Quantification values were compared with HHZ_ck. Error bars indicate the standard deviation. *Actin 1* was used as an endogenous control.

Additional file 12:**Information on introgressed chromosome segments and the differentially expressed genes in H471 compared with HHZ under control and drought stress conditions and their corresponding DT-related QTLs.** Excel file containing information on introgressed chromosome segments and the differentially expressed genes in H471 compared with HHZ under control and drought stress conditions and their corresponding DT-related QTLs.

# Supplementary material for: Comparative transcriptome sequencing of tolerant rice introgression line and its parents in response to drought stress
**Source:** BMC Genomics. 2014 Nov 26;15(1):1026. doi: 10.1186/1471-2164-15-1026
**Supplement:** Supplementary file 1 — Additional file 1:Hierarchical cluster analysis of nine sample pools (columns) and all expressed genes, under control and drought stress conditions (rows). A PowerPoint file containing hierarchical cluster analysis of nine sample pools (columns) and all expressed genes, under control and drought stress conditions (rows). The raw data represented here can be obtained from GEO: GSE57950. In the colored panels, each horizontal line represents a single gene and the colored line indicates the expression level (in a log scale) of the gene relative to the median in a specific sample: high expression in red, low expression in green.

## Slide 1

P28_ck
P28_1d
P28_3d
HHZ_ck
H471_ck
HHZ_1d
HHZ_3d
H471_1d
H471_3d
Additional file 1. Hierarchical cluster analysis of nine sample pools (columns) and all expressed genes under control and drought stress conditions (rows). The raw data represented here can be obtained from GEO: GSE57950. In the color panels, each horizontal line represents a single gene and the color of the line indicates the expression level (in a log scale) of the gene relative to the median in a specific sample: high expression in red, low expression in green.

# Supplementary material for: Comparative transcriptome sequencing of tolerant rice introgression line and its parents in response to drought stress
**Source:** BMC Genomics. 2014 Nov 26;15(1):1026. doi: 10.1186/1471-2164-15-1026
**Supplement:** Supplementary file 2 — Additional file 2:Correlation analysis of Illumina sequencing results between two replicates of each sample for H471, P28, and HHZ, under control (ck), 1 day and 3 days of drought stress, respectively. A PowerPoint file containing correlation analysis of Illumina sequencing results between two replicates of each sample for H471, P28, and HHZ, under control (ck), 1 day and 3 days of drought stress, respectively.

## Slide 1

HHZ-1d
HHZ-ck
HHZ-3d
P28-1d
P28-ck
P28-3d
H471-ck
H471-1d
H471-3d
Additional file 2. Correlation analysis of Illumina sequencing results between two replicates of each sample for H471, P28, and HHZ under control (ck), 1d and 3d drought stress, respectively.

# Supplementary material for: Comparative transcriptome sequencing of tolerant rice introgression line and its parents in response to drought stress
**Source:** BMC Genomics. 2014 Nov 26;15(1):1026. doi: 10.1186/1471-2164-15-1026
**Supplement:** Supplementary file 4 — Additional file 4:Comparison of transcription measurements by Illumina sequencing and quantitative real-time reverse transcription-PCR (qRT-PCR) assays. A PowerPoint file containing comparison of transcription measurements by Illumina sequencing and quantitative real-time reverse transcription-PCR (qRT-PCR) assays. (A) The correlation coefficient (R2) between the two datasets is 0.93. (B) Comparative analysis of six candidate genes expression level by qRT-PCR and RNA-seq. qRT-PCR quantification values were compared with HHZ_ck. Error bars indicate the standard deviation. Actin 1 was used as an endogenous control.

## Slide 1

(A)
Os03g24930
Os02g36880
Os01g72530
Os05g25840
Os07g43560
Os07g43570
Relative expression level
FPKM value
Real-time PCR
RNA-Seq
(B)
Additional file 4. Comparison of transcription measurements by Illumina sequencing and quantitative real-time reverse transcription-PCR (qRT-PCR) assays. (A) The correlation coefficient (R2) between the two datasets is 0.93. (B) Comparative analysis of six candidate genes expression level by qRT-PCR and RNA-seq. qRT-PCR quantification values were compared with HHZ_ck. Error bars indicate the standard deviation. Actin 1 was used as an endogenous control.

# Supplementary material for: Comparative transcriptome sequencing of tolerant rice introgression line and its parents in response to drought stress
**Source:** BMC Genomics. 2014 Nov 26;15(1):1026. doi: 10.1186/1471-2164-15-1026
**Supplement:** Supplementary file 11 — Additional file 11:Validation of JA related genes by qRT-PCR. A PowerPoint file containing comparison validation of eight JA related genes by qRT-PCR assay. qRT-PCR Quantification values were compared with HHZ_ck. Error bars indicate the standard deviation. Actin 1 was used as an endogenous control.

## Slide 1

LOX:Os03g49380
LOX:Os12g37260
DOX1:Os12g26290
ACX:Os05g14010
FadA:Os12g04500
MFP2:Os05g06300
Relative expression level
FPKM value
JAZ1:Os03g08320
JAZ7:Os09g26780
Real-time PCR
RNA-Seq
Additional file 11. Validation of JA related genes by qRT-PCR. Eight JA related genes were tested by qRT-PCR assays. qRT-PCR quantification values were compared with HHZ_ck. Error bars indicate the standard deviation. Actin 1 was used as an endogenous control.

How the deposited data were processed for this re-analysis (not part of the article)

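The values analysed are the authors' FPKM, 1 for each of 39049 rice genes in each of 9 columns, which are 3 genotypes (HHZ, P28 and H471) in 3 conditions (control, 1 day and 3 days of drought). Per the authors, the 18 RNA libraries were depleted of ribosomal RNA and sequenced as paired ends, adaptor and low-quality sequence was removed with an in-house script, and TopHat aligned the reads to the rice genome of the MSU annotation project. Cufflinks, run with bias and multi-read correction, then gave the FPKM; the column headers call the values FPKM and the methods give them as reads normalized for gene length and library size. The versions of these tools are not given in the sources used here. The 2 libraries of each condition are pooled in each column, which rules out a test of a single contrast. Columns were matched to conditions by their headers, and none was left unmapped.

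The 20568 genes with an FPKM of at least 1 in at least 1 column were kept, 1 was added, and values were taken to log2. Column scaling was left as the authors made it; the median-ratio factors of the columns lie between -0.02 and 0.03 on the log2 scale. Genes were counted by the size rule, a log2 difference of at least 1. limma with a trend, on terms for genotype and condition, gave the response common to the 3 genotypes and the difference between H471 and HHZ common to the 3 conditions, at a Benjamini-Hochberg adjusted p under 0.05. Medians of lists were set against 10000 random lists matched on mean expression in 20 bins, with seed 20141126. A gene was placed inside an introgressed segment where its locus number lies between the first and last gene that Additional file 12 lists for the segment; a few genes that its merged cells place beside another segment were assigned by chromosome and locus number. The chance share of genes nearer to P28 came from simulated columns without a difference between genotypes.

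The genes named in the text follow a rule fixed before the files were opened: the genes the paper names with those of Additional files 4B, 10 and 11; per main comparison the 5 with the largest increase and the 5 with the largest decrease among genes with an FPKM of at least 10 in the higher group and a described function; and in each list the 2 largest and 2 smallest with an FPKM of at least 5. Values in the paper's tables had been seen by then. Genes named outside the rule are said to be so where they appear. Symbols and descriptions come from the file and are those of the best Arabidopsis match; 79.2% of the kept genes have a description, which was too broad for lists built from keywords, so those were not used here. Of the list members, LOC_Os01g22910 and LOC_Os12g19394 have no line in the file, and Actin1 (LOC_Os03g50890) was not analysed here.

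The fit of the response common to the 3 genotypes after 1 day was tested on simulated data with the columns of this study and a spread set by hand; the fits for 3 days and for H471 against HHZ were not simulated. Of 100 genes changed by a log2 difference of 1, limma called 62% with the right sign (92.9% of those with a mean FPKM of at least 10), and of 100 changed by 2 it called 95%. Of 163 calls, 6 (3.68%) were unchanged genes, and 6.5% of 200 unchanged lists fell outside the central 95% of the random lists. The simulated noise was drawn separately for each gene, and far fewer genes were changed than limma called in the data. The check therefore does not cover lists of genes that vary together, so it does not show how far their percentiles can be relied on.

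Alternatives to the pseudocount, the filter, the scaling, the size rule, the p threshold, the trend, the columns fitted and the placing of genes in segments were run 1 at a time. The work used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. Physiological measurements, the gene network and quantitative PCR were not analysed here.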

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

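The tests of a drought effect that grows, of scaling, of 1 share of HHZ material and of donor genes switched off were chosen only after the results were seen.

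The clock gene LHY (LOC_Os08g06110), outside the genes the paper discusses, was up after 1 day of drought by a log2 difference of at least 6.84 in each genotype. A drought effect on clock genes that grows as the soil dries is argued against by the 9 clock genes, whose median absolute difference from the control after 3 days was at most 0.348 of that after 1 day. Scaling of the 1-day columns is argued against by LHY and TOC1 (LOC_Os02g40510), which moved in opposite directions by at least 3.65 under median-ratio scaling. If the leaves of day 1 were taken at another hour than the others, 7 other morning genes should lie above 6 other evening genes by at least 2 in each genotype, and they lay above by 1.49 in HHZ, 1.92 in P28 and 1.81 in H471. Both groups were formed by the best Arabidopsis match and were mixed. By the size rule 2 of the 7 morning genes were up after 1 day in each genotype. Of the 6 evening genes, 3 were down in HHZ and 4 each in P28 and H471. The test leaves the hour of sampling open, as it does a drought effect on the clock limited to day 1, which was not tested. The hour is not given in the sources used here.

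For 38 genes nearly off in H471 but not in HHZ on both drought days, all but 1 of them outside the genes of Additional file 9, the median ratio of H471 to HHZ was 0.622 in the control. Donor genes that drought switches off are argued against by 19 genes off in H471 and P28 under drought, whose ratio of P28 to HHZ in the control had a median of 0.00106. A single share of HHZ material in the H471 control pool was tested by the share of the drought-column difference that the control showed, which it would make the same on every chromosome. Over 63 genes past 0.1 in either direction the medians of 6 chromosomes ranged over 0.402, less than the 0.5 set, and the share of 10000 shuffles that ranged as far was 0.12, so this test did not exclude it. A bound added after that test used genes with smaller differences. The median share was 0 for 14 genes on chromosome 5 and 0.390 for 48 on chromosomes 1, 3, 8 and 11. It was 0.244 for 25 genes on all other chromosomes, which were left out of the shuffles. The share of shuffles that parted chromosome 5 from chromosomes 1, 3, 8 and 11 as far was 0.0001, the smallest they can give. The shuffles treat genes as independent, although many lie close together, so this share can be too small. Chromosome 5 already had a median share of 0 among the earlier genes of the same columns. The bound therefore goes against a single share only weakly and does not exclude it. The same difference between chromosomes, 0.390, was also set against H471 control plants with HHZ alleles at some of the segments only. It lies where a test set before these genes were looked at put it for that explanation, under the same limits. A difference between plants of H471 in expression alone was not tested and stays open.

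The median of the 9 Calvin cycle genes changed sign between the 2 days. It was at least 1.30 after 1 day and at most -1.66 after 3 days in each genotype, a difference that was not tested. In limma 5 genes rose and 4 were not called after 1 day, and 1 rose and 7 fell after 3 days. With quantile normalization the medians after 1 day were 1.03 in HHZ, 0.809 in P28 and 0.786 in H471.

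Seed storage genes, which the paper does not discuss, had a median FPKM of 14.5 in HHZ after 1 day of drought, and all 13 had their highest value there. Whether tissue other than leaf entered that sample was not tested and stays open, and it bears on what the differences between H471 and HHZ after 1 day mean.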

How the results depend on the processing

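The settings chosen only after the data were seen are the count of genes past the size rule on both days, the HHZ control in place of the H471 control, the fits to HHZ and P28 or to H471 and HHZ only, the fits to the conditions compared only, the other p thresholds, limma without the trend and the omission of segments that list fewer than 5 genes; the splits were also chosen then. Each of the 9 columns pools 2 libraries, so no alternative measures the spread between plants, and weakly expressed genes move most with the pseudocount. No paired analysis was possible because the columns carry no replicate numbers. A block for replicates and leaving out single libraries need the values of single libraries and were not run, nor was camera, which was planned for such values only.

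Of 226 values of the comparisons under an alternative, 141 stayed within 1.5 times the count, or within the interval, of the value reported and 85 did not; median-ratio scaling, quantile normalization and no filter moved none of them. For the lists, 157 values stayed and 3 moved, and for the named genes 348 stayed and 24 moved, all 24 with 0.1 as the pseudocount. Of the 434 medians of all lists and comparisons, 11 changed sign with 0.1 as the pseudocount, 5 with no filter, 14 with a filter at 5, 14 with median-ratio scaling and 24 with quantile normalization; none was past the size rule as reported. With 0.1 as the pseudocount the median of the chromosome 4 cluster for the drought response of H471 minus that of HHZ turned from 0.400 to -1.02 after 1 day, which is past the rule, and from 0.827 to -0.679 after 3 days. LOC_Os12g26290 changed sign between H471 and HHZ after 1 day with quantile normalization, from 0.016 to -0.012. Under quantile normalization the median of the 19 catalase, ascorbate peroxidase and superoxide dismutase genes after 1 day turned from 0.080 to -0.078 in HHZ, from 0.055 to -0.011 in P28 and from 0.11 to -0.22 in H471, and after 3 days from -0.047 to 0.016 in P28. The median of the Calvin cycle genes after 1 day went from 1.51 to 1.03 in HHZ, from 1.31 to 0.809 in P28 and from 1.30 to 0.786 in H471.

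A looser or stricter size rule changes the counts by construction. With a size rule at a ratio of 1.5, the drought responses after 1 and 3 days held 9187 and 8839 genes in H471, 9344 and 8382 in P28 and 9024 and 8610 in HHZ, with 6300 and 5514 shared by all 3. P28 and HHZ then differed in 3284, 3045 and 2889 genes (control, 1 day, 3 days), H471 and HHZ in 1401, 1627 and 2036, and the drought responses of H471 and HHZ in 2754 and 3367. With a log2 difference of 2 as the size rule, the responses held 1956 and 1657 genes in H471, 2004 and 1552 in P28 and 1868 and 1634 in HHZ, with 1310 and 946 shared. P28 and HHZ then differed in 463, 428 and 419 genes, H471 and HHZ in 100, 217 and 172, and the responses of H471 and HHZ in 242 and 212; of the pairs of list and drought response, 23 had at least 0.5 of the members past it in 1 direction, against 40 at a rule of 1. With 0.1 as the pseudocount, which weights weak genes more, P28 and HHZ differed in 2625, 2638 and 2504 genes, H471 and HHZ in 1308, 1588 and 1677, and the responses in 2354 and 2668. With a filter at an FPKM of 5, which leaves fewer genes, H471 and HHZ differed in 443 genes after 1 day and the responses in 645. Past the size rule in the same direction on both days were 2706 genes in HHZ, 2737 in P28 and 2742 in H471, and 250 between H471 and HHZ.

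limma with the genotypes as blocks called 11981 genes after 1 day and 11763 after 3 days, and with the conditions as blocks 46 between H471 and HHZ. Without the trend these were 11847, 11677 and 44, at an adjusted p under 0.001 they were 5421, 4648 and 0, and at an unadjusted p of at most 0.001 they were 7042, 6393 and 115; with only the columns of the conditions compared the first 2 were 11180 and 10354. Between H471 and HHZ, fits without 1 condition gave 0 to 77 genes and the H471 and HHZ columns alone 0 (1409 at an unadjusted p under 0.05). Splits of the same 6 columns into 3 and 3 other than the real one called at most 1 gene after 1 day, 0 after 3 days and 1 between H471 and HHZ; with 10 splits, of which only the real 1 reached its count in each case, they are too few for a share under 0.05.

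The share of genes past the rule that lay inside the segments was 20.9%, 25.0% and 24.0% (control, 1 day, 3 days). It was 16.4%, 18.4% and 18.4% with 0.1 as the pseudocount, and 28.7% after 1 day with a filter at 5. On the drought days a size rule at a ratio of 1.5 gave 19.3% and 18.5%, and a rule of 2 gave 32.3% and 37.2%. The cause of these shifts was not tested. With only genes that Additional file 8 marks as colocalized it was 6.13%, 16.8% and 16.7%. These genes lie inside the segments and on the study's drought list, so this share falls by construction. With a size rule of 2, 77.0% in the control and 72.1% after 3 days of the genes past it were nearer to P28, against 70.0% and 66.9%. The mean correlation of HHZ and H471 columns went from 0.977 to 0.956 with 0.1 as the pseudocount and 0.969 with a filter at 5.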

Differences from the paper's values

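Of the 9 counts of detected genes in Table 1, 8 equal the number of genes with an FPKM above 0 here; for H471 after 3 days the paper gives 22974 and the file holds 22947. For 78 genes of the text, 314 log2 ratios of the paper's Additional files 5, 8 and 9 lie within 1.3e-05 of the log2 ratios of FPKM taken without a pseudocount, and none differs in sign or size. Over all of Additional file 8 the ratios of 729 genes after 1 day and 739 after 3 days were compared, and the largest gap was 1.21e-05. The log2 differences given in the text are smaller in size for weak genes, since 1 was added to each FPKM. The paper's counts of differentially expressed genes rest on Cuffdiff p-values and the counts here on a size rule, so they were not compared.

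The paper calls 4 calcium-dependent kinase genes differentially expressed between H471 and HHZ under drought; by the size rule LOC_Os05g26870 passed, and LOC_Os03g20380 (-0.70 after 1 day), LOC_Os03g43440 (-0.65 after 3 days) and LOC_Os10g39420 (-0.98 after 1 day) did not. It calls 3 AP2/EREBP genes and 2 WRKY genes higher in H471, and after 3 days LOC_Os03g08470 and LOC_Os01g18584 passed the size rule, while LOC_Os01g64790 (0.92), LOC_Os04g57340 (0.87) and LOC_Os01g53040 (0.91) had the same direction below it. The same holds for LOC_Os01g72490 on chromosome 1 (0.70), where 6 of 7 genes passed, and for OsCML18 (0.66) and LOC_Os02g27130 (-0.74). The paper describes the cluster of 10 kinase genes on chromosome 4 as lower in H471 whatever the condition; here all 10 were lower in the control and after 3 days, and after 1 day 9 were lower and 1 was at 0 in both lines, and 9 passed the size rule in the control, 5 after 1 day and 2 after 3 days. It classes the 74 genes of Additional file 7-2 as unresponsive to drought. In H471, 1 was higher and 32 lower after 1 day by the size rule, and 31 were lower after 3 days. The paper's class rests on Cuffdiff p-values and these counts on size without a test, so they do not contradict it. It places fewer of the 67 genes with a higher basal level inside the segments than the 12 found here by locus number. With 0.1 as the pseudocount, LOC_Os04g30040 and LOC_Os04g29770 of the cluster pass the rule on both drought days (-2.66 and -2.08 after 3 days), as do LOC_Os10g39420 after 1 day (-1.27) and LOC_Os01g64790 (1.02) and LOC_Os01g53040 (1.10) after 3 days. With a size rule at a ratio of 1.5, each of the 9 genes below the rule passes.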

Other observations

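P28 and HHZ also differed under drought: 685 genes were higher and 706 lower in P28 after 1 day by the size rule, and 687 higher and 596 lower after 3 days. Of 343 genes that Additional file 5 lists for H471 against HHZ in the control, 102 were higher and 94 lower by the size rule, and of 1277 listed for P28, 488 were higher and 354 lower; 158 genes are in both lists, which share the HHZ control. The study chose these lists on the same samples.

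Of the 840 genes in Additional file 8, 231 are marked as colocalized with the segments and 609 are not. The 128 colocalized genes called up by the study had a median log2 difference between H471 and HHZ of 0.76 after 1 day and 0.98 after 3 days, and the 103 called down had medians of -1.23 and -1.04. The 332 others called up had medians of 0.49 and 0.91, and the 277 others called down had medians of -0.71 and -0.80.

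Categories of Additional file 9 not counted elsewhere were compared between H471 and HHZ by the size rule. Of 18 receptor kinases, 7 were higher and 5 lower on each drought day, and 5 were higher and 2 lower in the control. Of 6 genes of calcium signalling, none passed after 1 day, and 3 were higher and 1 lower after 3 days. Of 10 JA genes, none was higher and 2 were lower after 1 day, and 2 were higher and 1 lower after 3 days. Of 6 GA genes, 2 were higher and none lower after 1 day, and 2 were higher and 3 lower after 3 days. Of 9 genes of carbohydrate metabolism, 3 were higher on each day, and of 16 genes of osmotic adjustment 2 were higher after 1 day and 7 after 3 days, with none lower in either category.

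The paper's discussion describes genes of H471 that differ from both parents, and 37 such genes were found here on both drought days. The test of shared reads was chosen only after the results were seen. It cannot decide on reads shared between near-identical genes. Of the 37 genes, 0 had a neighbour of the same description that moved the other way, but only 14 have a description and the wording had to be identical. LOC_Os11g37740 and LOC_Os11g37759, 2 resistance genes by their descriptions with close locus numbers, were picked after their values were seen. After 1 day they had 10.4 and 0.0473 in HHZ and 0.147 and 33.7 in H471. Of 52 genes with smaller differences, set aside before they were looked at, 61.5% lay within 50 kept genes of one of the 37, against 9.93% of other kept genes, a ratio of 6.20. This is consistent with chromosome segments in H471 from neither parental stock used here. Changes of expression that spread along a segment for another reason stay open and were not tested.

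Marker genes of other tissues were few among the kept genes. The 1 root marker had drought differences of 0.16 to 0.43 after 1 day and 0.24 to 1.19 after 3 days over the genotypes. The medians of 2 markers of the meristem were -0.62 to -0.52 and -0.89 to -0.59, and those of 3 markers of the inflorescence were 0.34 to 0.86 and -0.62 to -0.14.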
